# Eomesodermin in conjunction with the BAF complex promotes expansion and invasion of the trophectoderm lineage

**DOI:** 10.1038/s41467-025-60417-w

**Published:** 2025-05-31

**Authors:** Alexandra Maria Bisia, Maria-Eleni Xypolita, Elizabeth K. Bikoff, Elizabeth J. Robertson, Ita Costello

**Keywords:** Embryology, Self-renewal

## Abstract

The T-box transcription factor (TF) Eomesodermin/Tbr2 (Eomes) is essential for maintenance of the trophectoderm (TE) lineage, but the molecular mechanisms underlying this critical role remain obscure. Here, we show in trophoblast stem cells (TSCs) that Eomes partners with several TE-specific TFs as well as chromatin remodellers, including Brg1 and other subunits of the BAF complex. Degron-mediated Eomes protein depletion results in genome-wide loss of chromatin accessibility at TSC-specific loci. These overlap with a subset of sites that lose accessibility following Brg1 inhibition, suggesting that Eomes acts as a “doorstop” controlling TSC chromatin accessibility. Eomes depletion also causes transcriptional misregulation of TSC maintenance and early differentiation markers. An additional subset of Eomes-dependent genes encode intercellular/matricellular interaction and cytoskeletal components, likely explaining the implantation defects of Eomes-null embryos. Thus, Eomes promotes TE lineage maintenance by sustaining trophectoderm-specific chromatin accessibility, while promoting the gene regulatory networks that modulate expansion and cell behaviour during implantation.

## Abstract (web summary)

Eomes is a critical transcription factor in trophectoderm development. Here, the authors uncovered the molecular basis of Eomes function in embryo implantation and expansion of this extra-embryonic lineage.

## Introduction

The first lineage decision during early mouse development occurs 2.5 days after fertilisation (embryonic day 2.5, E2.5) at the morula stage with the segregation of the outermost trophectoderm (TE) from the inner cells which adopt inner cell mass (ICM) fate. Both lineages can be isolated and indefinitely passaged in vitro in the form of trophoblast stem cells (TSCs) and embryonic stem cells (ESCs) respectively^1–3^, providing widely used tractable systems for investigating the genetic pathways and key transcriptional regulators underlying self-renewal and cell fate commitment during early embryogenesis.

The TE lineage plays two essential sequential roles. At the blastocyst stage, the mural TE, which envelops the blastocoel, is responsible for mediating implantation of the embryo via attachment and invasion into the uterine epithelium (reviewed in ref. ^4^). By contrast, the polar TE population overlying the ICM proliferates to form the so-termed extra-embryonic ectoderm (ExE) that contains the stem cell populations that subsequently diversify to form the progenitor subtypes of the spongiotrophoblast and labyrinth of the mature placenta. Survival and expansion of the ExE is known to be dependent on the provision of FGF and Nodal signals provided by the underlying epiblast^5,6^. TSCs can be isolated from both pre- (E3.5) and post-implantation (E6.5) embryos^3,7^ and maintained in a self-renewing state in the presence of FGF4 and TGF-β^3,8^. Furthermore, when re-introduced into host blastocysts and transferred into pseudopregnant females they contribute to all the diverse trophoblast subtypes of the mature placenta^3^.

We and others have identified the T-box gene Eomesodermin (Eomes) as a key TF in the TE lineage^9–11^. Eomes is first induced throughout the TE at the early blastocyst stage, then robustly expressed in the ExE following implantation, and finally becoming confined to the proximal ExE prior to gastrulation, where the multipotent TE stem cells reside^10,12^. Eomes-null embryos fail during peri-implantation, a phenotype mainly attributed to the lack of expansion of the polar trophectoderm. Although Eomes-null blastocysts implant, they do not develop and arrest around E5.0, with embryos displaying an absent ExE and reduced epiblast^10,13^. Moreover, they lack the ability to attach and form blastocyst outgrowths in vitro^9,10^. However, the exact Eomes requirements underlying developmental failure have yet to be determined. Eomes is robustly expressed in TSCs where it has been shown to act together with Elf5 and Tfap2c to regulate the expression of stem cell genes^14^. siRNA-mediated knock-down of Eomes in TSCs results in loss of self-renewal markers including *Elf5* and *Fgfr2*, and the acquisition of a differentiation phenotype^15^. Although Eomes expression by itself is not sufficient to reprogramme cells to a full TS-like state, forced expression of Eomes in conjunction with additional transcription factors, such as Tfap2c, Gata3, Ets2, and Esrrb, is sufficient to drive fibroblasts to a TS-like state^16–18^.

Here, we have exploited TSCs to further investigate the molecular mechanisms by which endogenous Eomes functions in the TE lineage. We used rapid immunoprecipitation and mass spectrometry of endogenous protein (RIME) in combination with Cleavage Under Targets and Release Using Nuclease (CUT&RUN) approaches to identify Eomes-interacting protein partners and co-regulated target genes. Interestingly, in addition to a suite of TFs with known roles in TSC maintenance, our experiments also show that endogenous Eomes interacts with a number of chromatin remodelling enzymes including components of a mammalian SWI/SNF complex (canonical BAF, cBAF), known to be critical in establishing and maintaining the TE lineage during both pre- and peri-implantation development^15,19–21^.

Additionally, we exploited TSCs carrying an Eomes-degron allele^13^ that allows for acute Eomes protein depletion. This allowed us to assess the immediate effects on chromatin accessibility and transcriptional output. We show that Eomes depletion and inhibition of the interacting cBAF chromatin remodelling complex activity both result in loss of chromatin accessibility across the genome. RNA-seq analysis shows that loss of Eomes rapidly leads to down-regulation of TSC markers. Moreover, a subset of directly Eomes-regulated target genes include a number of cytoskeletal, cell adhesion and ECM components consistent with a critical role for Eomes during implantation. Collectively, our experiments provide new insights into how Eomes functions both in the early TE to mediate invasion into the uterine environment, as well as working collaboratively with TSC-specific TFs and chromatin remodellers to suppress early differentiation genes and promote maintenance of the ExE stem cell population that contains the progenitors of the mature placenta.

## Results

### Eomes protein interacts with TSC-specific TFs and chromatin remodelling components, with co-occupancy at TSC-related genes

Eomes function is essential at multiple stages in diverse tissues throughout mouse embryonic development^9,10,22–26^. Loss-of-function mutants arrest at implantation due to Eomes requirements in the TE lineage^10,11^. Here, we sought to identify components enabling Eomes to carry out its TE-specific functions. We carried out RIME^27^ to identify Eomes-interacting proteins in wild-type TSCs (Fig. 1a, b). Among Eomes interactors we identified a number of TFs known to be essential for TE/trophoblast (TB) development or function, including Esrrb^28^, Zfp281^29^, Pou3f1 (Oct6)^30,31^, and Klf5^32^, as well as the previously-identified interactor Tfap2c (Ap2γ)^14,33,34^ (Fig. 1a, b). Furthermore, we identified numerous chromatin regulators including Kdm1a (Lsd1), previously shown to be required for ExE development and differentiation potential of TSCs^35–37^ in addition to components of the Nucleosome Remodelling and Deacetylase complex (NuRD), including Chd4 which is critically required for TE specification^38^ (Fig. 1a, b; Supplementary Data 1 and 2). We also observed several subunits of the highly conserved multi-subunit cBAF (canonical Brg1/Brm associated factor) complex, a SWI/SNF chromatin remodelling complex. These include the catalytic ATPase subunit Brg1 (Smarca4), in addition to Smarcc1, Smarcd1, Smarcb1, Smarcd2 and the cBAF specific subunit Arid1a (Fig. 1a, b). The BAF complex components have known roles in pre- and peri-implantation development and in the trophectoderm lineage^19–21^. Overall, the TSC-specific Eomes ineractome has critical roles in TE lineage and implantation development.

**Fig. 1:**
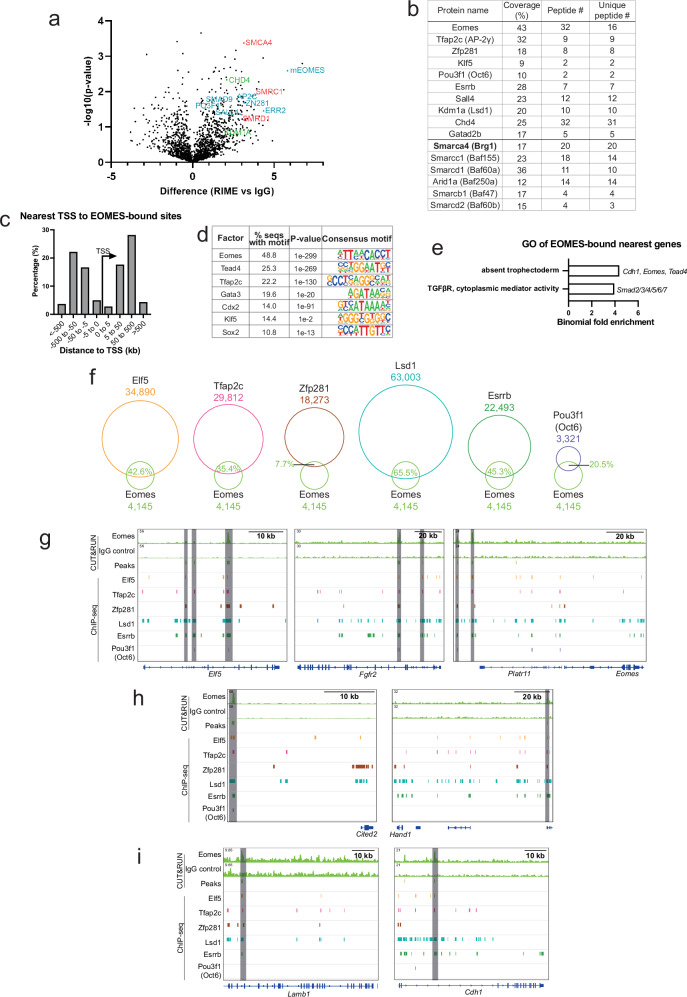
Eomes interacts with TSC-specific TFs and shows co-occupancy at TSC maintenance and differentiation genes. **a** Volcano plot of Eomes interactors identified by RIME, generated by a two-sided t-test. Selected interactors are highlighted, TF’s are indicated in blue, BAF components in red and other chromatin modifiers in green. **b** RIME summary for all samples combined for selected Eomes interactors. **c** Bar graph of distance distribution of Eomes-bound regions identified by CUT&RUN-seq from nearest transcriptional start sites (TSS). **d** Highlighted motif enrichment analysis in Eomes-bound genomic regions. Shown are HOMER binomial *P* values. **e** Enriched gene ontology (GO) terms analysis of Eomes-bound genes. **f** Schematic of Eomes chromatin occupancy overlap with previously-published ChIP-seq datasets for other TSC-specific transcription factors. (Latos et al. 2015; Lee et al., 2019). **g–i** Genomic tracks of CUT&RUN-seq Eomes and IgG control samples, macs2-called peaks, and previously-published ChIP-seq peaks of TSC-expressed TFs [as in (**f**)]. The selected tracks show TSC markers (**g**), early differentiation markers (**h**), and mediators of cell-cell and cell-ECM interactions (**i**). Highlighted regions indicate sites of TF co-occupancy with Eomes.

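Chromatin binding of Eomes was mapped by CUT&RUN-seq, in which an antibody bound to a protein in permeabilised cells directs a nuclease to cut and release the DNA next to it, in EomesV5/V5 TSCs, which carry a V5 epitope tag on both Eomes alleles. The design held 3 libraries made with an antibody to Eomes at a dilution of 1 in 50 and 3 made with a control IgG at 1 in 100, each from 500000 cells and 30 min of digestion. The sample titles and the methods call the control rabbit IgG, the series description calls it anti-rabbit IgG, and Supplemental Table 1 lists a guinea pig anti-rabbit IgG. The authors aligned the reads to the mouse genome (mm10, GRCm38) with Bowtie2, removed mitochondrial reads, downsampled the Eomes and IgG files to the same number of reads with Picard, and called peaks with MACS2. The methods speak of test and control files without saying that the IgG libraries served as the control of the peak caller, and fold enrichment is read here as Eomes over IgG signal on that ground. How the 3 libraries of each kind were combined, how reads with several alignments were treated and which q value was set as the limit are not given in the sources used here. The deposited list holds 4145 peaks on 21 chromosomes, each with a fold enrichment, a p-value and a q value, all 3 computed by the authors with MACS2. In the authors' deposited table the largest q was 0.0946, and 237 peaks had a q of 0.05 or more. Median peak width was 225 bp (interquartile range 156 to 332 bp) and median fold enrichment was 3.45 (interquartile range 3.05 to 4.24). The list gives no values for single libraries and no summits, so there is no error between replicates for any value, read depth per library is unknown, positions are taken at peak midpoints, and the intervals given with shares and counts cover counting error only.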

Next, we performed CUT&RUN-seq experiments in TSCs to identify Eomes chromatin binding sites. This allowed us to identify 4145 sites, mostly located distally from promoters (81.4% within 5–500 kb of the transcriptional start site, TSS) consistent with previous work suggesting Eomes occupies distal regulatory elements^25^ (Fig. 1c). These Eomes-bound sites are enriched for consensus binding motifs recognised by TFs expressed in TE in vivo and TSCs in vitro (Fig. 1d), including those shown by RIME to interact with Eomes (Fig. 1a, b). 

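Eomes bound mainly at a distance from TSSs, but closer to them than random positions would be. Measured to the nearest TSS of 21938 protein-coding genes, 3431 of the peaks, or 82.8% (exact binomial 95% interval 81.6 to 83.9%), had their midpoint 5 to 500 kb away. The same peaks placed at random on their chromosomes gave 80.5% ± 0.595 (SD, 1000 placements; two-sided permutation p = 0.002, the smallest the placements allow). Within 5 kb of a TSS lay 517 peaks, or 12.5%, against 7.78% ± 0.402 (SD) in the placements (permutation p = 0.002, the smallest they allow), and the median distance was 36.8 kb against 72.2 kb. By genomic class, 192 peaks (4.63%) lay within 1 kb of a TSS, against 1.63% at random, and 80 (1.93%) lay in exons, against 3.44% (permutation p adjusted over the 4 classes = 0.004 for both). Introns held 1510 peaks (36.4%, adjusted permutation p = 0.953) and intergenic DNA 2363 (57.0%, adjusted permutation p = 0.0506, unadjusted 0.038), neither share past the threshold when adjusted. The intron share lay below random with q under 0.001 (33.3% against 36.4%) and with the higher fold enrichments (33.1% against 36.5%; unadjusted permutation p = 0.006 for both), and above it outside the largest repeat family (39.5% against 36.5%, unadjusted permutation p = 0.002, the smallest the placements allow). The promoter share was 7.24% against 3.90% with every transcript start, 7.33% against 3.95% with genes of every biotype and 8.14% against 1.83% with single-copy peaks. The intergenic share lay below random with genes of every biotype (48.2% against 50.7%) and outside the largest repeat family (52.8% against 58.4%; unadjusted permutation p = 0.002 for both, the smallest the placements allow). Peaks also lay near each other: 17.5% had another peak within 12.5 kb, against 4.01% ± 0.430 (SD) at random (permutation p = 0.002, the smallest the placements allow). The excess in the 5 to 500 kb range depended on the gene model and the peak set: it was absent with every annotated transcript start (75.8% against 75.9% at random) and with single-copy peaks (80.3% in both), and with genes of every biotype the share lay below random (76.4% against 82.5%, permutation p = 0.002, the smallest the placements allow).
The 10 peaks with the highest fold enrichment were led by a peak of 16.9-fold in an intron of Sos1 (chromosome 17, 80468372 to 80468801, 11.9 kb downstream of the TSS), a gene that encodes a Ras guanine nucleotide exchange factor acting downstream of FGF receptors. The next, of 14.3-fold, lay in an intron of Ank3, which encodes ankyrin G (chromosome 10, 69910556 to 69910883), on sequence whose median number of copies in the assembly was 6. The remaining 8 had as nearest genes Oas1g (10.6-fold), N4bp2 (10.0-fold), Retnlg (9.87-fold), Gpbp1 (9.75-fold), Cfap46 (9.61-fold), Eif3h (9.53-fold), Gm4881 (9.33-fold) and AU018091 (9.29-fold). Of the 10 peaks, 9 lay over 5 kb from a TSS and 8 contained the T-box sequence recognised by Eomes, but not those at Sos1 and Ank3. The peaks nearest Oas1g, Retnlg, Cfap46 and Eif3h were copies of a single repeat family.

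**Figure D1:**
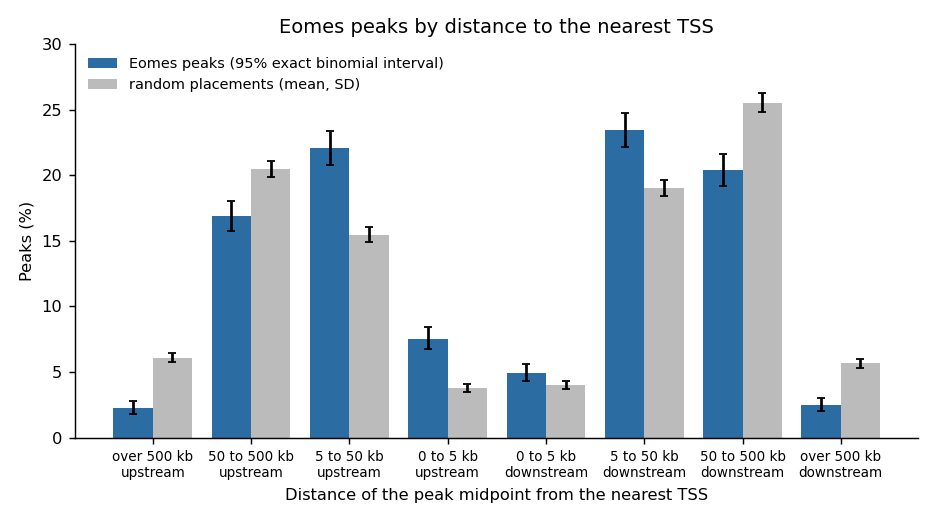
Share of the 4145 Eomes peaks (blue, with exact binomial 95% intervals) and of random placements (grey, mean and SD of 1000) by distance of the peak midpoint from the nearest TSS of a protein-coding gene. The peaks exceed the placements in the 4 bins within 50 kb of a TSS, with 22.1% at 5 to 50 kb upstream against 15.5% at random, and fall below them in the 4 bins farther away.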

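The Eomes recognition sequence, and the sequences of several other TFs of the trophoblast lineage, were more frequent in peaks than in matched windows. Each sequence was counted on its own. Exact matches of 16 consensus sequences were counted within 100 bp of the peak midpoints and in 5 genomic windows per peak matched on GC content. The T-box sequence (AGGTGTKA) occurred in 866 peaks, or 20.9% (exact binomial 95% interval 19.7 to 22.2%), against 1.43% of the matched windows, an odds ratio of 18.2 (95% interval 15.9 to 20.9; two-sided Fisher exact test, adjusted p smaller than the software can represent). The sequence of Tead TFs, the DNA-binding partners of Yap in the Hippo pathway, occurred in 18.3% against 7.60% (odds ratio 2.72, exact adjusted p = 2.5e-86), and that of Cdx TFs in 10.9% against 4.25% (odds ratio 2.74, exact adjusted p = 6.9e-55). The largest repeat family holds the Cdx sequence in 33.7% of its peaks, and the Cdx odds ratio was 1.81 without that family and 1.44 with background 2 kb away, both past the threshold. AP-1 sequences were found in 8.42% of peaks against 3.44% (odds ratio 2.59, exact adjusted p = 2.6e-39), and those of Tfap2 TFs in 12.0% against 5.94% (odds ratio 2.16, exact adjusted p = 1.3e-38). The second largest repeat family, of 192 peaks and without a T-box match, holds the Tfap2 sequence in 93.8% of its peaks. The Tfap2 excess also passed among single-copy peaks, but was not counted without that family alone. Smaller excesses were found for Ets (odds ratio 1.57, exact adjusted p = 0.00022), Klf (1.56, 8.8e-05), POU (1.39, 0.0273) and Sox sequences (1.19, 0.0134).
Of the TFs reported as interactors, the sequences of Tfap2, Klf and POU, and the AP-1 sequence of Junb, an interactor in Supplementary Figure S2f, are among the excesses above. That figure also marks Elf5, an Ets family TF, as an interactor with an asterisk, and the Ets sequence is among the excesses. The sequence of Esrrb was as frequent in peaks as in the windows (0.772% in both, odds ratio 1.01, exact adjusted p = 1), and that of Zfp281 was rarer (1.11% against 2.32%, odds ratio 0.478, exact adjusted p = 4.3e-07), although this was not past the threshold in 4 of 9 other settings, and against shuffled peak sequences it was more frequent. Gata sequences did not pass the threshold (odds ratio 1.16, exact adjusted p = 0.0794), but did when the peaks of the largest repeat family were left out (odds ratio 1.50, exact adjusted p = 5.0e-06). Nor did Hnf1 (odds ratio 5.00, 95% interval 0.520 to 48.1, exact adjusted p = 0.326). The E-box (odds ratio 0.806, exact adjusted p = 0.00041), p53 (0.823, 0.0126) and CTCF sequences (1 peak, odds ratio 0.205, exact adjusted p = 0.0199) were rarer in peaks, each losing significance under several other backgrounds or peak sets. The largest repeat family supplied 55.5% of the T-box peaks, and without it the T-box odds ratio was 8.49 (95% interval 7.21 to 10.0). The POU excess was lost in 6 of 9 other settings, Klf among peaks over 5 kb from a TSS and over whole peaks, and Sox over whole peaks.

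**Figure D2:**
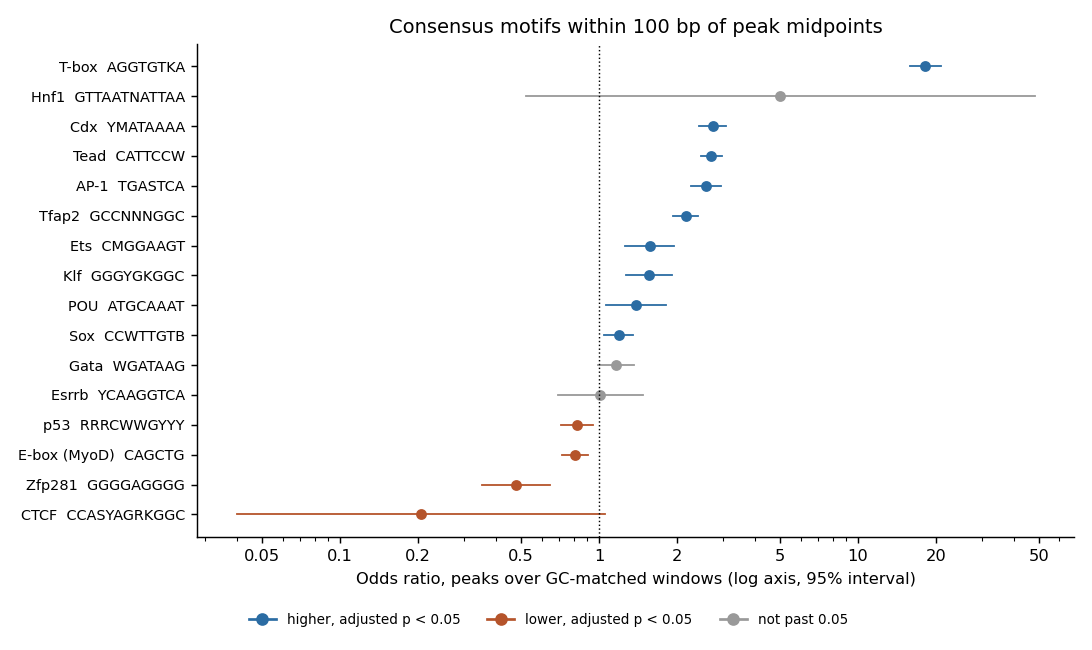
Odds ratio, on a log axis, of finding each of 16 consensus sequences within 100 bp of the midpoints of 4145 Eomes peaks over 5 GC-matched windows per peak, with 95% intervals. The T-box point at 18.2 lies far above the others. Colours give the side of an adjusted p of 0.05.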

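Eomes peaks were more frequent than expected around genes of TSC self-renewal, of the Hippo, FGF and TGF-β pathways, of adhesion and of the cytoskeleton, but several of these lists include genes that the study had named for these same peaks. Each gene was given the regulatory domain of the GREAT rule, and the peaks in the joint domains of a list were compared with the share of the genome they cover (exact two-sided binomial test, adjusted over 22 lists). The expectation takes peaks as spread evenly and independently, although they clustered and lay closer to TSSs than random positions. A ratio above 1 therefore does not by itself show a preference for the genes of a list. The domains of 17 TSC maintenance genes held 32 peaks against 11.5 expected, a ratio of 2.79 (exact 95% interval 1.91 to 3.93, exact adjusted p = 3.4e-06), and 11 of these genes had a peak. Peaks are ranked by q in what follows. A peak given for a gene lies in its regulatory domain and can be nearer to another gene. The strongest lay at Elf5, Id2, Sox21 and Fgfr2. The 3 Fgfr2 peaks, counted in the FGF and ERK list as well, lie in introns of Ctbp2 too. They are assigned through the TSS of 1 annotated transcript, far from the start of most others. Sox21, a gene of the Sox TF family, had its peak 16.7 kb upstream of the TSS with a fold enrichment of 6.59. Among 26 TGF-β and Nodal genes, 14 had a peak, with 28 peaks against 15.7 expected (ratio 1.78, exact adjusted p = 0.0107). Their strongest peaks lay 132 kb downstream of the TSS of Smad7, which encodes an inhibitory Smad, in an intron of Ctif (8.80-fold), 39.7 kb downstream of that of Eng, which encodes a TGF-β co-receptor (6.72-fold), and at Tgif1 (2.08-fold) and Ski (6.15-fold), which encode repressors of Smad signalling. Among 20 FGF and ERK genes, 14 had a peak (ratio 1.91, exact adjusted p = 0.0059), the strongest at Sos1, Spred2 (6.55-fold), Frs2 (4.73-fold) and Fgfr2. Of 17 Hippo genes, 8 had a peak (ratio 2.64, exact adjusted p = 0.0012), led by Tead3 (5.24-fold), Tead4 (5.26-fold), Amotl1 (4.97-fold) and Tead1 (4.65-fold). The peaks given for Eng and Tead3 lay in introns of Fpgs and Tulp1, which were also their nearest genes. That given for Tgif1 was nearest to Myl12b. The TGF-β and Nodal excess did not pass among peaks with q under 0.001 (exact adjusted p = 0.0682), among those with the higher fold enrichment (0.0997) or with peaks within 12.5 kb counted as one (0.0691).
The actin and keratin list had the highest ratio of the lists not taken from the paper, with 26 peaks against 7.02 expected (3.70, exact 95% interval 2.42 to 5.42, exact adjusted p = 3.2e-07) at 13 of 25 genes. Its strongest peak, 8.08-fold, lay 25.9 kb upstream of Ezr, which encodes ezrin, a linker between the membrane and actin, followed by those at Cdc42 (4.48-fold), Myh9 (4.05-fold) and Krt19 (3.62-fold). Cell-cell adhesion genes had peaks at 11 of 24 (ratio 2.61, exact adjusted p = 6.1e-05), including Afdn (1.93-fold, on sequence with a median of 10 copies), Epcam (6.40-fold), Cdh5 (4.73-fold) and Cdh1. Basement membrane and ECM genes had them at 10 of 20 (ratio 2.58, exact adjusted p = 0.0028), led by a 7.57-fold peak 241 kb upstream of Fn1, which encodes fibronectin, then Lama1, Lama3 and Nid2 (2.37-fold, on multi-copy sequence). Integrin and focal adhesion genes had them at 10 of 23 (ratio 1.86, exact adjusted p = 0.0435), with Fermt1 (5.94-fold), Ptk2 (5.26-fold), Vcl (4.69-fold) and Itgb8 (4.83-fold). Of the interactors in Fig. 1b, 5 of 15 had a peak (ratio 2.04, exact adjusted p = 0.041), at Tfap2c, Zfp281 (4.42-fold), Pou3f1, Smarca4 (3.57-fold) and Gatad2b. The last 3 lists each lost significance in at least 1 other setting, and the peaks at Fermt1, Itgb8 and Lama3 belong to the largest repeat family. The peak given for Smarca4 lay 102 kb downstream of its TSS and was nearest to Ldlr. That of Tfap2c lay 214 kb downstream of its TSS and was nearest to Bmp7.
Several lists hold genes that the study had named for these same peaks, 8 of the 17 TSC maintenance genes and 5 of the 20 basement membrane and ECM genes among them. Without the genes of the 3 lists taken from the paper, the TSC maintenance ratio was 1.20 (exact 95% interval 0.442 to 2.62, exact adjusted p = 0.842), that of TGF-β and Nodal 1.09 (0.842), FGF and ERK 1.56 (0.188), basement membrane and ECM 1.63 (0.684), integrins, with no gene left out but fewer lists called, 1.86 (0.113) and the interactors 0.990 (exact adjusted p = 1). The actin and keratin (3.66, exact adjusted p = 1.2e-06), cell-cell adhesion (2.44, 0.0014) and Hippo lists (2.62, 0.0039), which lost 1 gene each, still passed. Without the member with the most peaks, the TSC maintenance (ratio 2.51, exact adjusted p = 0.00016), FGF and ERK (1.75, 0.0367), basement membrane and ECM (2.29, 0.0283) and actin and keratin lists (3.19, 6.2e-05) passed. The cell-cell adhesion list without Afdn (1.69, exact adjusted p = 0.104), Hippo without Tead1 (1.96, 0.0872), TGF-β and Nodal without Smad7 (1.57, 0.0872), integrins without Vcl (1.57, 0.226) and the interactors without Tfap2c (1.35, 0.484) did not. Leaving out genes because they have peaks lowers a ratio by construction, and more so where more genes are left out, so these values do not test whether the lists differ from each other. Both of these settings were chosen after the data had been seen.

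**Figure D3:**
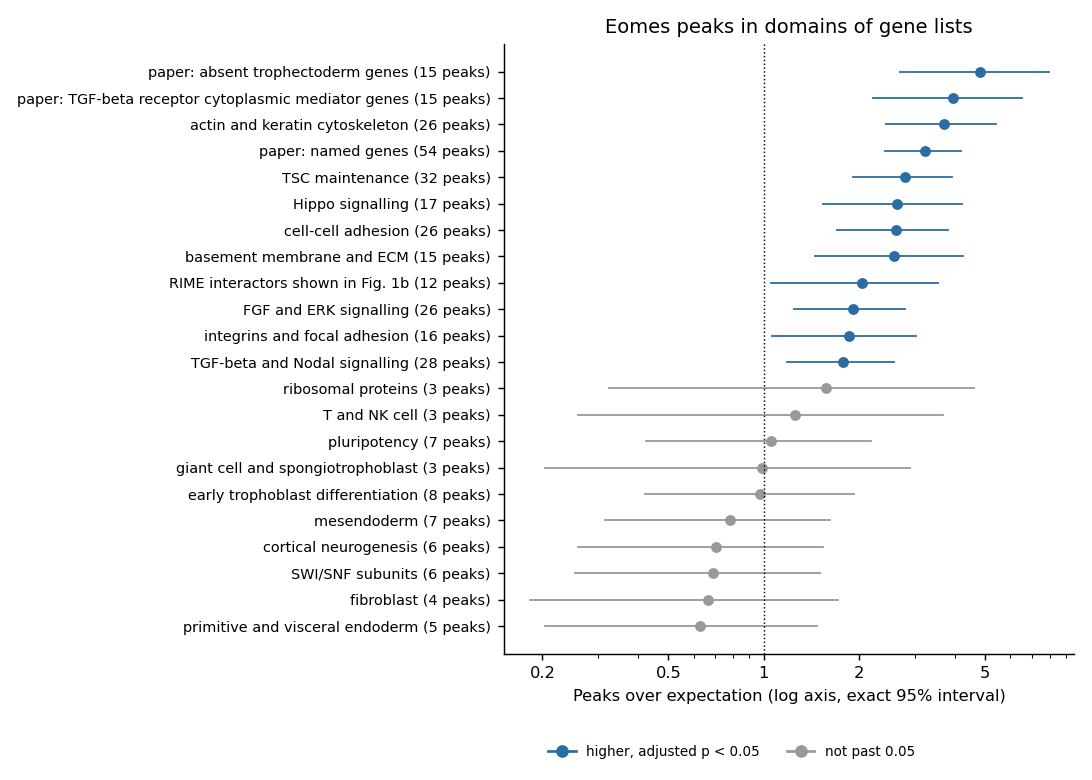
Eomes peaks in the regulatory domains of 22 gene lists over the number expected from the share of the genome, on a log axis with exact 95% intervals. The 12 lists in blue lie above 1 at an adjusted p under 0.05, from 1.78 for TGF-β and Nodal genes to 4.80 for the absent trophectoderm genes, and the 10 in grey do not pass.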

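The 3 lists taken from the paper had peaks at all of their genes, but the study chose these genes on the same peaks, so their tests are not independent evidence. The 6 absent trophectoderm genes had 15 peaks, 4.80 times the number expected (exact adjusted p = 5.9e-06), with the strongest at Rybp (6.46-fold), Ctcf (5.17-fold), Tead4 and Cdh1. The 6 TGF-β receptor mediator genes also had 15, a ratio of 3.96 (exact adjusted p = 4.7e-05), with Smad6 (4.43-fold) and Smad3 (3.55-fold) after Smad7 and Eng. The 20 genes named in the text had 54 peaks against 16.8 expected (ratio 3.22, exact adjusted p = 8.5e-12), led by q by Meis1, Elf5, Lama1 and Id2.
Lists for later trophoblast and for other cell types showed no excess at an adjusted p under 0.05, with 1.90 to 8.94 peaks expected. No list had fewer peaks than expected at that threshold. Exact intervals of the ratio reached 1.92 for early trophoblast, 2.89 for giant cell and 2.17 for pluripotency genes. They reached 3.66 for T and NK cell and 4.60 for ribosomal genes. All include the 1.78 called for TGF-β and Nodal genes. The SWI/SNF, mesendoderm, endoderm, cortical and fibroblast intervals ended below it, between 1.47 and 1.71. The missing calls therefore do not show a preference for the lists called. Early trophoblast differentiation genes had peaks at 6 of 17, with 8 peaks against 8.21 expected (exact adjusted p = 1), including Cited2, Hand1, Cited1 (5.13-fold) and Plet1 (3.57-fold). Giant cell and spongiotrophoblast genes had peaks at 2 of 12 (ratio 0.990, exact adjusted p = 1), Bhlhe40 (7.72-fold) and Flt1 (3.61-fold). SWI/SNF subunit genes had them at 5 of 21 (0.690, 0.661), led by Bcl7a (4.82-fold), Ss18 (4.32-fold) and Arid2 (3.70-fold). Mesendoderm genes, which Eomes regulates in the early embryo, had them at 5 of 15 (0.783, 0.852), with Otx2 (4.60-fold), Evx1 (4.33-fold), T (3.77-fold) and Cer1 (3.46-fold), and primitive and visceral endoderm genes at 3 of 12 (0.630, 0.634), Dab2 (5.45-fold), Cubn (3.03-fold) and Foxa2 (3.22-fold). Pluripotency genes had them at 6 of 13 (1.05, 0.929), with a 4.33-fold peak 17.2 kb upstream of Nanog that also falls in the domain of Dppa3, then Tbx3 (4.38-fold) and Klf2 (3.93-fold). T and NK cell genes had peaks at 3 of 10 (1.25, 0.661), Klrg1 (3.81-fold), Tbx21 (3.34-fold) and Prf1 (3.12-fold), and cortical neurogenesis genes at 4 of 9 (0.706, 0.661), among them Insm1 (6.97-fold, largest repeat family), Satb2 (5.95-fold) and Dcx (3.82-fold). Fibroblast genes had them at 2 of 10 (0.668, 0.661), Col3a1 (4.60-fold) and Pdgfrb (4.14-fold), and ribosomal protein genes at 2 of 20 (1.58, 0.661), Rps6 (5.35-fold, largest repeat family) and Rps23 (3.39-fold). In each bracket of 2 values the first is the ratio and the second the adjusted p. Several of these peaks were nearer to other genes. That of Ss18 lay 489 kb from its TSS, nearest to Zfp521, and that of Arid2 356 kb away, nearest to Ano6. The Col3a1 peak lay 720 kb from its TSS, nearest to Gulp1. With domains ending midway to the neighbouring TSS the SWI/SNF genes had 0 peaks (exact adjusted p = 0.0358), and with genes of every biotype the pluripotency ratio was 4.66 (exact adjusted p = 0.0026).
Gene by gene, 40 of 21938 had more peaks than their share of the genome at an adjusted p under 0.05 (exact one-sided binomial test). Afdn, which encodes the adherens junction protein afadin, had 10 peaks against 0.537 expected (exact adjusted p = 8.1e-07), 9 of them on single-copy sequence, and shares them with its neighbour Tcp10c. Zcchc2 had 7 peaks and Slc20a1, a phosphate transporter gene, had 5, all on single-copy sequence (exact adjusted p = 0.0044 and 0.0086). Rad21, a cohesin gene, had 5 (exact adjusted p = 0.0073), N4bp2 had 6 (0.00039) and Chchd5 had 5 (0.00071). The 8 genes with the smallest p (Mcee, Gm21119, Defb33, Gm47283, Apba2, Gm15319, Gm31371 and Gm21887) had at most 1 single-copy peak each and none passed on single-copy peaks alone. Mcee had 16 peaks against 0.171 expected (exact adjusted p = 4.6e-22), none of them single-copy, in a run on chromosome 7 from 64465799 to 64494876. Gm21860, 3110070M22Rik, Sfi1, Plekhf2 and Cdkn1a complete the 20 genes with the smallest p. Of the 40 genes, 17 also passed on single-copy peaks alone. The test takes peaks as placed independently, and with peaks within 12.5 kb counted as one only 4 of the 40 passed, Gm21119, Gm15319 and Gm31371, without a single-copy peak, and Sfi1. Afdn (exact adjusted p = 0.0515), Tcp10c (0.101), Zcchc2 (0.289), Rad21 (0.727) and Slc20a1, N4bp2 and Chchd5 (each 1) then lost their calls.
Among the members of the lists, 2 cell-cell adhesion genes, Afdn and Cldn4, passed both over all genes and when adjusted over the list alone, and no member of another list passed over all genes. Neither passed over all genes with peaks within 12.5 kb counted as one. When adjusted over the list alone, 6 TSC maintenance genes passed (Elf5, Tfap2c, Sox21, Eomes, Fgfr2 and Pou3f1), 3 of actin and keratin (Ezr, Myh9 and Krt19), 2 of Hippo (Tead1 and Amotl1), 2 of FGF and ERK (Fgfr2 and Sos1), 1 of TGF-β and Nodal (Eng) and 1 of the interactors (Tfap2c). In the lists from the paper, 3 absent trophectoderm genes (Eomes, Rybp and Cdh1), 2 TGF-β receptor mediator genes (Eng and Smad7) and 7 named genes passed in this way (Elf5, Tfap2c, Eomes, Fgfr2, Pou3f1, Cdh1 and Fgfr1). The Fgfr2 calls rest on 3 peaks assigned through a TSS of 1 annotated transcript, all in introns of Ctbp2 as well.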

GO analysis of the nearest genes (“Eomes-bound genes”) showed enrichment for terms related to the TE lineage and TGF-β signalling, known to be essential for TSC self-renewal (Fig. 1e, Supplementary Data 3). Moreover, using previously published ChIP-seq data sets^28–30^, we found a high percentage of co-occupancy by one or more of its known interaction partners (Fig. 1f), including at TSC maintenance (Elf5, Fgfr2) and early differentiation genes (Hand1, Cited2)^39–43^, as well as genes encoding components of cell-cell and cell-extracellular matrix (ECM) interactions (Lamb1, Cdh1) (Fig. 1g–i). These data strongly suggest that Eomes co-regulates TSC-specific genes by directly interacting with other TFs of the TSC gene regulatory network (GRN), and co-binding to chromatin regulatory regions. 

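All 6 genes named here had an Eomes peak in their regulatory domain. The study named them on these same peaks, so this follows from their choice. The peaks in these domains all lay on single-copy sequence, and all but 1 lay over 5 kb from the TSS. Elf5 encodes an Ets family TF of TSC self-renewal (chromosome 2, 103411688 to 103450989). Its strongest peak, 7.76-fold, lay in an intron 24.5 kb downstream of the TSS, from 103435857 to 103436569, and holds the T-box match in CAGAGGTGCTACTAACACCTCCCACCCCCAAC. A further peak lay 39.2 kb upstream (3.40-fold) and others 12.3 kb (3.04-fold) and 14.7 kb (3.23-fold) downstream, giving 4 peaks against 0.275 expected (one-sided binomial p = 0.00019, adjusted p = 0.0753 over all genes). Fgfr2 encodes an FGF receptor. From its most upstream annotated TSS, at 133123350 on chromosome 7, peaks lay 44.2 kb (133078915 to 133079345, 5.84-fold), 72.5 kb (133050632 to 133051078, 6.04-fold) and 82.3 kb (133040794 to 133041268, 3.50-fold) downstream. These 3 peaks lie in introns of Ctbp2 as well, and that TSS belongs to 1 annotated transcript. The start of 13 other transcripts, at 130261857, lay 8.27 kb from a peak of 3.36-fold, and a peak of 5.00-fold lay from 130235695 to 130237092.
Cited2, which encodes a transcriptional co-activator, had a 6.41-fold peak 25.3 kb upstream (chromosome 10, 17697632 to 17698134) with the T-box match in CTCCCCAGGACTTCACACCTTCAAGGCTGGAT. Hand1, which encodes a basic helix-loop-helix TF of giant cell differentiation, had peaks 138 kb upstream (chromosome 11, 57970674 to 57970908, 5.24-fold, nearest gene Larp1) and 79.2 kb upstream (57911862 to 57912174, 4.58-fold), the latter with the T-box match in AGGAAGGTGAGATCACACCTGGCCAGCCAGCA. Lamb1, a laminin gene, had an intronic peak of 3.21-fold 6.15 kb downstream of its TSS (chromosome 12, 31271091 to 31271679). Cdh1, which encodes E-cadherin, had 2 intronic peaks without a T-box match, 16.6 kb (chromosome 8, 106619769 to 106620040, 4.56-fold) and 2.69 kb (106605959 to 106606125, 4.54-fold) downstream. Cited2 had 1 peak in its domain against 1.67 expected, and Lamb1 had 1 against 0.170. Fgfr2 had 3 against 0.307, Hand1 2 against 0.315 and Cdh1 2 against 0.156. The ChIP-seq sets of the other TFs are not among the data analysed here. From co-occupancy with these TFs and their interaction with Eomes, the paper proposes that Eomes regulates TSC genes jointly with other TFs of the TSC network.

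**Figure D4:**
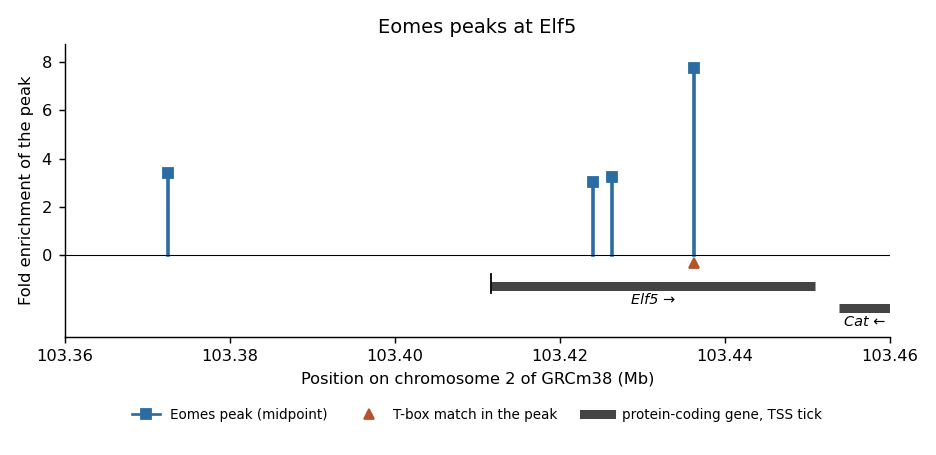
Fold enrichment of the Eomes peaks around Elf5 on chromosome 2 of GRCm38, drawn at their midpoints, with T-box matches (triangles) and protein-coding genes (bars with a TSS tick, position in Mb). The peak with the T-box match, at 7.76-fold, stands above the other 3 peaks, which lie between 3.04 and 3.40.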

Interestingly, we found Eomes binds ~90 kb upstream of its own TSS, at a site previously identified as a superenhancer region that directly interacts with the Eomes promoter region^30^ (Fig. 1g).

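Eomes encodes its T-box TF on chromosome 9 from 118478212 to 118486132. Its strongest peak lay in intergenic DNA from 118389838 to 118390143, 88.2 kb upstream of the TSS (88.4 and 88.9 kb from the other annotated starts), with a fold enrichment of 4.51 and a −log10 q of 6.85 in the authors' deposited table. The peak holds 2 T-box matches, in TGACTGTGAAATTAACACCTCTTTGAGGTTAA at 118390035 to 118390042 and in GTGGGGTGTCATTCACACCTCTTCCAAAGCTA at 118390075 to 118390082. Other peaks lay 80.2 kb (4.19-fold), 56.8 kb (3.07-fold) and 285 kb (3.13-fold) upstream, the last on multi-copy sequence, and none of these held a T-box match. The 4 peaks in the regulatory domain compare with 0.542 expected (one-sided binomial p = 0.0023), which does not pass over all genes (adjusted p = 0.318). Contacts between the region and the promoter were not measured in these data.

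**Figure D5:**
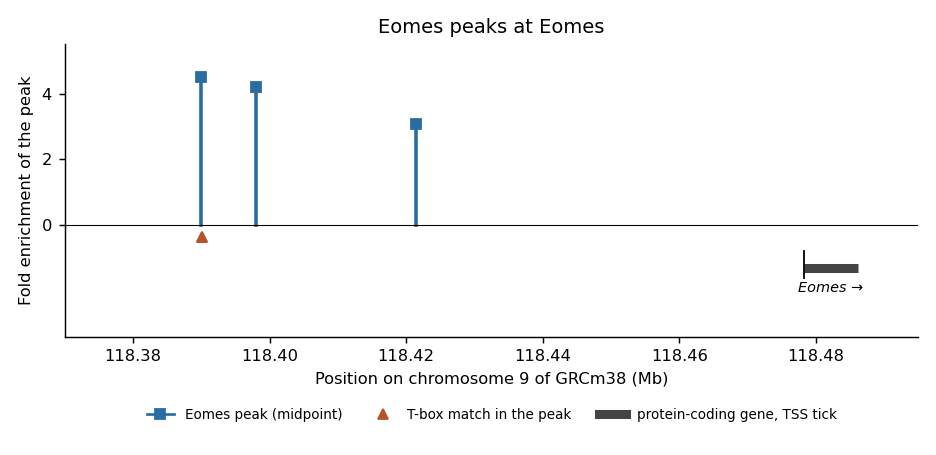
Fold enrichment of the 3 Eomes peaks nearest the Eomes gene on chromosome 9 of GRCm38, drawn at their midpoints, with T-box matches (triangles) and the gene (bar with a TSS tick, position in Mb). The peak farthest from the gene, at 4.51-fold, is the one with T-box matches, and a peak 285 kb upstream lies outside the plot.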

### Acute Eomes depletion initiates differentiation in Eomes^deg/deg^ TSCs

To investigate the functional roles of Eomes in TSCs we took advantage of the previously described mouse line harbouring a degron-tagged Eomes allele^13^ to derive homozygous Eomes^deg/deg^ TSCs, enabling us to rapidly and completely deplete Eomes protein. Immunofluorescence staining showed that Eomes^deg/deg^ cells express Eomes and Tfap2c comparably to wild type (WT) TSCs (Supplementary Fig. S1a). As expected, dTAG-13 addition resulted in rapid and sustained total protein depletion, with Eomes at undetectable levels after 1 hour (h) by immunoblotting (Supplementary Fig. S1b). Longer-term Eomes depletion also resulted in reduction of Fgfr1 (Supplementary Fig. S1c), which is necessary for TSC maintenance^44^, and more intense F-actin phalloidin staining at the periphery of TSC colonies^45,46^ (Supplementary Fig. S1d). Concomitantly, there was an increase in the proportion of cells expressing Hand1 (Supplementary Fig. S1e), an early marker of TSC differentiation^42,43,47^. These results strongly suggest that acute, sustained Eomes depletion initiates a differentiation trajectory in Eomes^deg/deg^ TSCs.

### Eomes depletion and Brg1 inhibition both result in loss of chromatin accessibility across the genome

Brg1 (Smarca4) has been shown to govern genome-wide chromatin remodelling and its ATPase-dependent chromatin remodelling activity is critical for the function of the BAF complex^48^. Interestingly, similar to Eomes, Brg1 is essential for early development. Brg1-null blastocysts are pre-implantation lethal, fail to hatch from the zona pellucida or implant into the uterus. They also fail to form outgrowths in ex vivo cultures^19^. To investigate the functional relevance of Eomes-Brg1 interactions in TSCs, we next carried out an Eomes depletion timecourse in Eomes^deg/deg^ TSCs, alongside a Brg1 inhibition (“BRGi”) timecourse following the addition of the Brg1 small molecule ATPase inhibitor BRM014^49^ to the culture medium. BRM014 inhibits the catalytic activity of both Brg1 and Brm (Smarca2), the two ATPase subunits that characterise BAF complexes. As Brg1 is the main SWI/SNF ATPase expressed in trophectoderm, we refer to it here as a Brg1- inhibitor^19,50^. Transcriptional and chromatin accessibility changes were then examined by bulk ATAC- and RNA-seq. As it has previously been shown in ESCs that BRGi acts within minutes^51^, we also included a 1 h treatment timepoint for this condition (Supplementary Fig. S2a). To control for cell density-dependent effects on the data, we also included a time course of DMSO-treated control cultures (Supplementary Fig. S2a).

Peak calling analysis of the ATAC-seq dataset indicated that Eomes depletion and BRGi both result in statistically significant reduction of the overall number of accessible sites in the genome, for BRGi after 1 h and for Eomes depletion after 48 h (Supplementary Fig. S2b). Differential accessibility analysis largely showed reduction of accessibility at an increasing number of sites from 12 h of Eomes depletion onwards (Fig. 2a, Supplementary Fig. S2c). These less-accessible sites mostly represent distal regulatory elements, with the majority situated between 5 and 500 kb from the nearest TSS (Fig. 2b). We overlapped all differentially-accessible sites with previously-published histone acetylation (H3K27ac) and monomethylation (H3K4me1) ChIP-seq datasets^30^. These histone modifications mark active and active/poised enhancers, respectively^52,53^. 48 h after Eomes depletion, we observed significant overlap between these datasets, suggesting that regions whose accessibility is affected upon Eomes loss represent enhancer regions (Supplementary Fig. S3a, b, e). Gene ontology (GO) analysis of the genes nearest Eomes-depleted differentially-accessible sites showed enrichment for TE or TE-derived cell abnormalities (Fig. 2c), consistent with the role of Eomes in the TE development^9,10^. Interestingly, we also found terms related to cell interactions with, and migration through, their environment (Fig. 2c). Later timepoints showed enrichment for similar terms (Supplementary Fig. S2d, e). Finally, less-accessible sites upon Eomes depletion are enriched for consensus binding motifs of TSC-expressed TFs, including Eomes interactors (such as Tfap2c, Pou3f1) (Fig. 2d, Supplementary Fig. S2f). Eomes may thus be binding these sites in complexes containing other TSC-specific TFs.

**Fig. 2:**
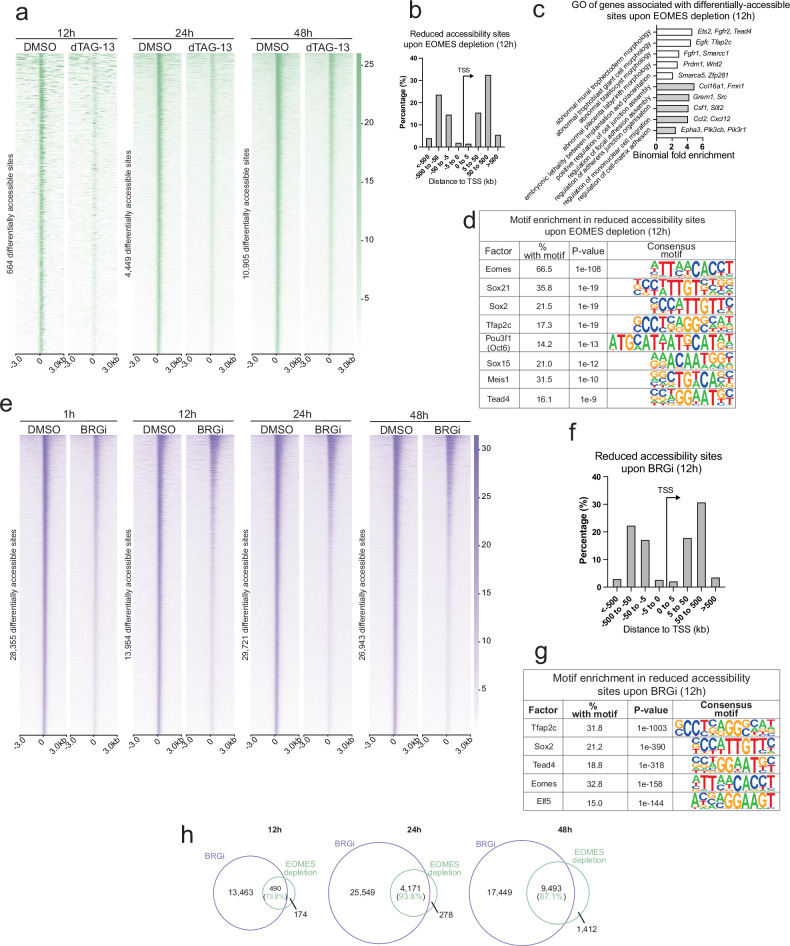
Both Eomes depletion and Brg1 inhibition (“BRGi”) result in loss of accessibility at distal regulatory regions. **a** Heatmaps of differentially-accessible sites at 12, 24, and 48 h after Eomes depletion. **b** Distance distribution of sites showing reduced accessibility 12 h after Eomes depletion from nearest TSS. **c** Selected GO terms of genes nearest differentially-accessible sites 12 h after Eomes depletion. White bars correspond to TE-related terms, grey bars correspond to cell interactions and motility-related terms. **d** Enriched consensus motifs at sites of reduced accessibility 12 h after Eomes depletion. Shown are HOMER binomial *P* values. **e** Heatmaps of differentially-accessible sites at 1, 12, 24, and 48 h after BRGi. **f** Distribution of distances from nearest TSS of sites with reduced accessibility 12 h after BRGi. **g** Selected enriched consensus motifs at sites of reduced accessibility after 12 h of BRGi. Shown are HOMER binomial *P* values. **h** Schematic of overlap between differentially accessible sites at 12, 24, and 48 h timepoints between Eomes-depleted and Brg1-inhibited TSCs.

Differential accessibility analysis similarly indicated that BRGi broadly results in reduced accessibility at thousands of sites across the genome as early as 1 h after treatment (Fig. 2e, Supplementary Fig. S2b). These include sites near TSC-related genes including *Eomes* and *Cited2*. As with Eomes depletion, sites showing reduced accessibility upon BRGi are mostly located distal to TSSs, between 5 and 500 kb away from TSSs (Fig. 2f, Supplementary Fig. S2g). Similarly with Eomes depletion, regions with BRGi-induced differential accessibility are occupied by H3K27ac and H3K4me1 marks, indeed to a greater degree (Supplementary Fig. S3c–e), again suggesting the affected regions represent enhancers. BRGi sites of reduced accessibility are also enriched for the consensus motifs of several TSC-expressed TFs, including Eomes itself (Fig. 2g). Taken together, these results suggest that the SWI/SNF complex broadly acts to promote accessibility at distal regulatory elements in TSCs.

To examine the possible relationship between differentially-accessible sites associated with Eomes depletion or BRGi respectively, we overlapped the differentially-accessible sites at corresponding treatment timepoints. At each timepoint, the vast majority of differentially accessible sites arising as a consequence of Eomes depletion overlap with differentially accessible sites resulting from BRGi treatment (Fig. 2h). Thus in TSCs, Eomes in conjunction with Brg1 appears to be playing a “doorstop” role in the sustained maintenance of accessibility of TE- and TB-associated loci of the genome. Once the Eomes doorstop is removed or the Brg1 catalytic activity is blocked, chromatin regions lose accessibility, preventing access by other TFs to the distal regulatory elements. Hence, the Eomes/Brg1 interaction provides a sensitive switch for the regulation of these regulatory elements.

### Eomes depletion results in mis-regulated expression of TSC maintenance and differentiation genes, as well as cytoskeleton, matricellular and cell-cell interaction genes

Next, we examined the changes in gene expression that occur following acute Eomes depletion. As early as 6 h after dTAG-13 addition we already find a sub-set of genes become differentially expressed (Fig. 3a, Supplementary Data 4). Although there are similar numbers of genes up- and downregulated, when using a cutoff of ≥1.5-fold, we find the majority of genes are those that lose expression as a consequence of Eomes loss (Fig. 3b). Principal component analysis (PCA) shows that Eomes-depleted TSCs follow a different transcriptional trajectory versus DMSO treated control cultures (Fig. 3c). Notably, 6 h after dTAG-13 addition, TSCs are already distinct from untreated controls (Fig. 3c). Thus, Eomes loss has a rapid, detectable effect on the transcriptome as early as 6 h after treatment. Established markers of TSC identity and maintenance are gradually downregulated, including *Elf5, Fgfr1, Cdx2*, and *Esrrb. Tfap2c*, which is essential for TSC maintenance but also for priming cells to express differentiation markers^14^ is initially upregulated, before becoming slightly downregulated after 48 h. Notably, Eomes transcripts are upregulated following Eomes protein depletion, suggesting the presence of an auto-regulatory loop. Indeed, in addition to *Eomes, Tfap2c, Gata3* and *Ets2* are TE genes that are also initially upregulated at 6 h after Eomes depletion. These 4 TFs have previously been shown to jointly reprogramme fibroblasts to TS-like cells^16^, and hence may represent an auto-regulatory TF network required for TSC maintenance in self-renewal culture conditions. Genes that are expressed in the ExE, such as *Elf5* and *Sox2*, show a clearer downregulation over time. In contrast, early markers of differentiation, including *Hand1* and *Cited2* are rapidly upregulated from the first 6 h of treatment (Fig. 3d). Thus, Eomes acts both as an activator promoting expression of TSC GRN components, as well as a repressor of TSC differentiation and early TB markers.

**Fig. 3:**
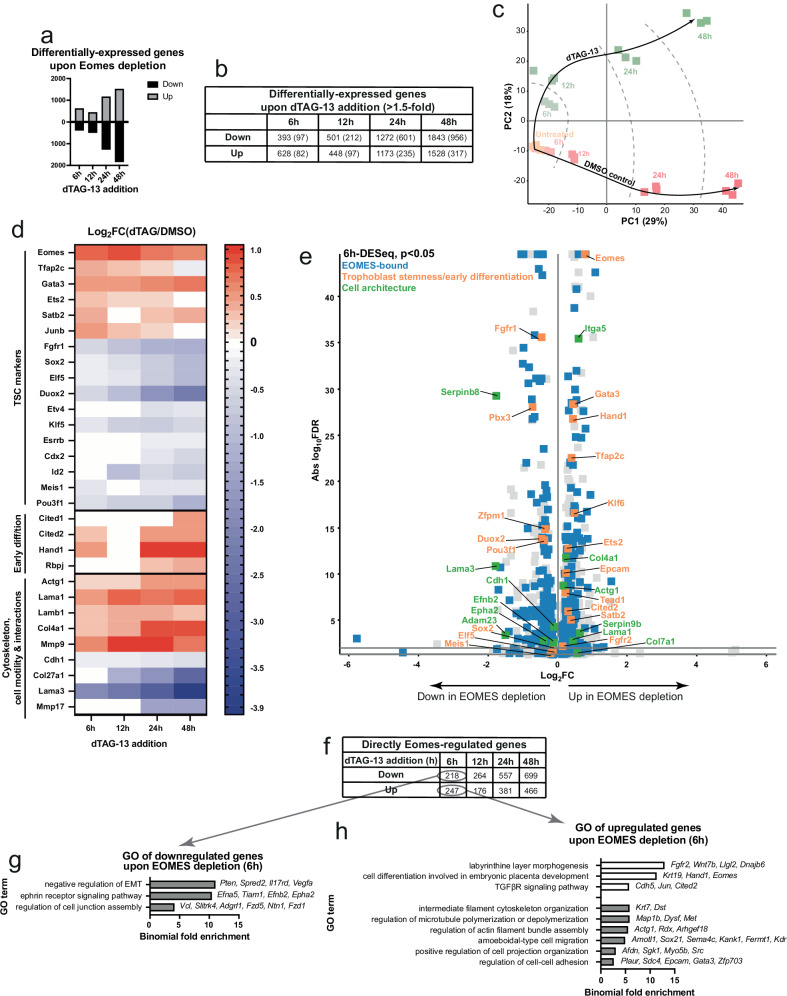
Eomes depletion results in misregulation of TSC-expressed genes. Bar graph (**a**) and table summary (**b**) of differentially-expressed genes between Eomes-depleted and control TSCs. **c** RNA-seq principal component analysis (PCA) scatterplot of Eomes-depleted and DMSO-treated control TSC transcriptomes. **d** RNA expression log2-fold change heatmap of selected TSC maintenance and differentiation markers, as well as cytoskeleton, cell-cell and matricellular interaction components. **e** Volcano plot produced by DESeq2 of differentially-expressed genes (*P* < 0.05) between Eomes-depleted and control TSCs at 6 h. (grey and all other colours). Cell architecture genes (green) include cytoskeletal subunits, cell-cell and matricellular interaction components. Both indicated trophoblast stemness and early differentiation genes (orange) and cell architecture genes (green) are a subset of Eomes-bound (blue) genes. Full differentially expressed gene list is found in file Supplemental Data 4. **f** Table summary of genes ‘directly-regulated’ by Eomes (differentially-expressed upon Eomes depletion, as well as Eomes-bound, see Fig. 1). GO terms enriched in directly-regulated genes with reduced (**g**) or increased (**h**) expression 6 h after Eomes depletion.

We further overlapped the list of differentially-expressed genes with those identified by Eomes CUT&RUN-seq to identify those representing directly Eomes-regulated genes (Fig. 3e, f). 

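With the GREAT rule applied to the peak midpoints, 4890 of the protein-coding genes, or 22.3%, had at least 1 Eomes peak in their regulatory domain. The rule gave 7477 pairs of a peak and a gene, since 3376 peaks fell in the domains of 2 genes, 713 in the domain of 1 and 52 in none. Counting only the gene with the nearest TSS left 3066 genes, and counting every TSS within 100 kb of a peak gave 7282, so that how many genes are called Eomes-bound rests on the rule used. The expression data were not analysed here, and the table of Eomes-bound genes in Supplementary Data 4 was held only in part (1998 of 4883 lines), so the overlap with differentially expressed genes was not recomputed.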

As early as 6 h after depletion, GO analysis of directly regulated genes included terms related to the development and differentiation of the TE and TE-derived tissues (Fig. 3g, h). 48 h post-treatment, directly-regulated downregulated genes are enriched for terms related to the FGFR and TGFβR signalling pathways, both essential for TSC maintenance (Supplementary Fig. S4a). Meanwhile, directly-regulated genes more robustly expressed in Eomes-depleted TSCs are enriched for terms related to TE differentiation, such as ‘cell differentiation involved in embryonic placenta development,’ ‘labyrinthine layer development’ (Supplementary Fig. S4b). Interestingly, there was an enrichment for terms related to cell-cell interactions, cell motility, and cytoskeletal organisation, both at early (Fig. 3g, h) and later (Supplementary Fig. S4a, b) timepoints.

Thus, Eomes seems to directly upregulate genes associated with TSC/TE maintenance (*Fgfr1, Sox2, Elf5, Zfpm1, Id2*); and downregulate genes controlling early TSC/TE differentiation (*Cited2, Hand1, Tfap2c*). 

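The maintenance genes named here each had an Eomes peak in their regulatory domain, and the one given first is that with the smallest q. As the study named these genes on the same peaks, having a peak follows from their choice. Fgfr1, an FGF receptor gene, had a 5.68-fold peak in an intron 14.0 kb downstream of its TSS (chromosome 8, 25527377 to 25527901) with the T-box match in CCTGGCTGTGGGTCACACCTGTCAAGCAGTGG. Id2, which encodes an inhibitor of basic helix-loop-helix TFs, had a 6.39-fold peak 17.8 kb upstream (chromosome 12, 25114674 to 25115191) and others of 7.37-fold 11.9 kb and 6.05-fold 47.8 kb upstream. These had no T-box match. Zfpm1, which encodes the Gata co-factor Fog1, had a 4.43-fold peak 3.73 kb downstream (chromosome 8, 122285788 to 122285959) without a T-box match, and a 3.45-fold peak 12.5 kb downstream (122294531 to 122294802) with one. The strongest peak assigned to Sox2, of 5.04-fold, lay 855 kb downstream (chromosome 3, 35504823 to 35505094), belonged to the largest repeat family and had Atp11b as its nearest gene. A single-copy peak of 3.10-fold lay 107.5 kb downstream of the Sox2 TSS. For Tfap2c, an AP-2 TF gene, 5 peaks fell in the domain against 0.724 expected, and the strongest, of 5.05-fold, lay 214 kb downstream (chromosome 2, 172763415 to 172763662), nearest to Bmp7. Across all 20 genes the paper names as bound or directly regulated, the strongest peak by q lay a median of 34.1 kb from the TSS (range 2.25 to 855 kb), within 5 kb for 2 and over 50 kb for 8. It was on single-copy sequence for 16, and 11 of the genes had a T-box match in at least 1 peak. These 20 genes had 54 peaks, and 24.7% of all 4145 peaks held a match anywhere in the peak. The count of 11 was not tested against that share, so it does not by itself show an excess.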

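Meis1, a homeobox TF gene, had the strongest peak of the 20 genes the paper's text names as bound or directly regulated, at 8.49-fold, in an intron 42.9 kb downstream of its TSS (chromosome 11, 18975922 to 18976298), with the T-box match in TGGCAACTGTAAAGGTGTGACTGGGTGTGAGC. Klf6, which encodes a Krüppel-like TF, had a 4.89-fold peak 91.7 kb upstream (chromosome 13, 5769685 to 5769840), with the T-box match in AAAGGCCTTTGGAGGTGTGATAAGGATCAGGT. Pou3f1, a POU TF gene, had a 3.74-fold peak 19.7 kb upstream (chromosome 4, 124637019 to 124637264) and no T-box match. All 3 lie on single-copy sequence. The regulatory domains held 4 peaks against 2.98 expected for Meis1, 6 against 2.63 for Klf6 and 2 against 0.120 for Pou3f1.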

Interestingly, Eomes also directly regulates genes only recently identified in the TSC context (*Meis1, Pou3f1, Zfpm1, Klf6)*^30,54–57^ (Fig. 3e, Supplementary Fig. S4c). Furthermore, Eomes also directly regulates a variety of genes associated with the cytoskeleton (*Actg1*), cell-ECM adhesion (*Lama1, Lama3*), cell-cell adhesion (*Cdh1*), and ECM components (*Col4a1, Col7a1*)^58^ (Fig. 3e, Supplementary Fig. S4c).

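The 5 cytoskeleton and ECM genes given here each had an Eomes peak in their regulatory domain, and the peak with the smallest q of 3 of them lies on sequence with copies elsewhere in the genome. That each had a peak follows from their choice, since the study named them on the same peaks. Actg1, which encodes γ-actin, had a 2.92-fold peak 2.25 kb upstream of its TSS (chromosome 11, 120350694 to 120350885). The peak of the laminin gene Lama1 with the smallest q, in an intron 44.2 kb downstream (chromosome 17, 67741387 to 67741505), was 1.78-fold, on sequence with a median of 4 copies, and is among the peaks of under 2-fold whose nature is open. Its other peaks, of 3.95-fold on single-copy sequence and of 3.39-fold on sequence with a median of 10 copies, lay 238 and 281 kb downstream within Arhgap28. The peak of Lama3, another laminin gene, was 5.28-fold, in an intron 210 kb downstream (chromosome 18, 12544180 to 12544339), with the T-box match in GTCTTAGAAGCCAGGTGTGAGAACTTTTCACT, and belonged to the largest repeat family. For the collagen gene Col4a1 the strongest peak, of 3.26-fold, lay in an intron of the adjoining Col4a2, 59.5 kb upstream (chromosome 8, 11372254 to 11372395). For Col7a1, which encodes the collagen of anchoring fibrils, it was 2.93-fold, in an intron of the neighbouring Uqcrc1, 9.95 kb upstream (chromosome 9, 108943508 to 108943763), on sequence with a median of 3 copies.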

### Eomes depletion and BRGi result in concordant gene misregulation

As Eomes depletion and BRGi result in largely overlapping losses in chromatin accessibility, we additionally examined the effect of BRGi on gene expression. As soon as 1 h after BRGi changes in gene expression become evident (Fig. 4a). Following 48 h of inhibition, GO analysis identifies enriched terms related to TE and TE-derived cell types, suggesting Brg1 specifically contributes to TSC context-specific gene regulation (Fig. 4b). When we overlapped Eomes depletion- and BRGi-misregulated genes, we found that the majority (74.4%) of the former are included in the latter (Fig. 4c). Finally, a dot plot of the log2-fold changes of misregulated genes shared between Eomes depletion and BRGi showed a positive correlation, with the majority similarly upregulated or downregulated under both conditions (Fig. 4c). Notably, the log2-fold changes of several members of the TSC GRN (*Eomes, Esrrb, Elf5*), other TSC markers (*Nr0b1, Duox2*), early differentiation markers (*Hand1, Cited2*) and components of cellular architecture and cell interactions (*Actb, Col27a1, Serpinb8*) are positively correlated, indicating concordant regulation of these genes by Eomes and Brg1 activity (Fig. 4d).

**Fig. 4:**
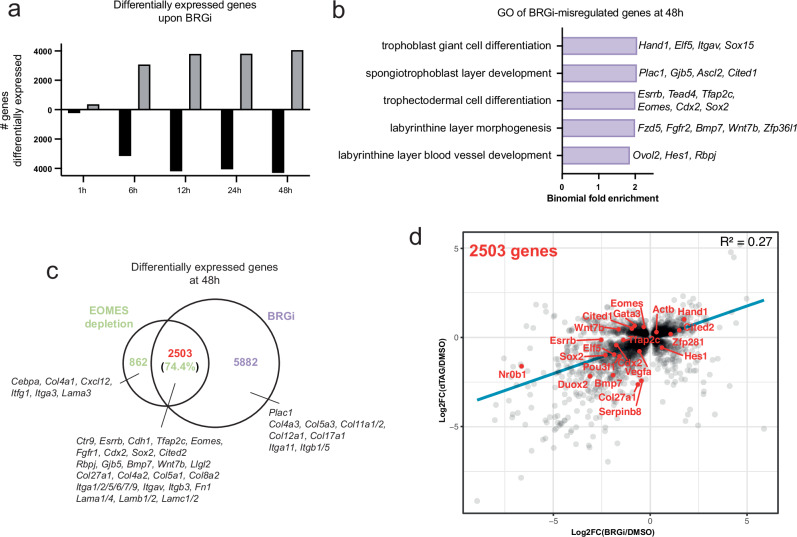
Brg1 regulates expression of TSC-related genes. **a** Bar graph of up- and down-regulated genes at each BRGi timepoint. **b** Selected enriched GO terms of genes differentially expressed after 48 h of BRGi. **c** Schematic of overlap between genes differentially expressed after 48 h of Eomes depletion or BRGi. **d** Scatterplot of log2-fold changes of common differentially-expressed genes at 48 h between Eomes depletion and BRGi (**c**). A linear regression line has been fitted.

### Eomes functions in the mural trophectoderm are essential for successful implantation

Depletion of Eomes in TSCs results in the deregulation of a sub-set of genes associated with cell-cell and cell-ECM adhesion (Fig. 2c). We considered whether this finding reflects in part the central role Eomes plays in the mural trophectoderm. To date, investigation of Eomes in the peri-implantation embryo has focused on its essential requirements in the polar trophectoderm for establishment of the ExE^10^. Notably, however, Eomes-null blastocysts are incapable of attaching and forming outgrowths in culture^9,10^. Moreover, unlike Cdx2 which is abruptly down-regulated^59^, Eomes expression in the mural trophectoderm is maintained during implantation. The mural trophectoderm gives rise to the primary trophoblast giant cells (p-TGCs) that attach to and migrate through the maternal luminal epithelium of the implantation crypt and invade the underlying stroma of the primary decidual zone (PDZ). Interestingly, Eomes expression is strongly retained in the invading p-TGCs present in the PDZ^60^. To test whether Eomes is required for successful attachment and invasion in vivo, next we examined the behaviour of the mural trophectoderm in Eomes null embryos. To visualise the embryonic cell population we made use of a paternally inherited ubiquitously expressed Rosa26-membraneTomato knock in allele^61^ crossed into the background of the Eomes null mouse strain^9^. Confocal imaging of vibratome sections collected at E5.5 clearly show attachment and invasion of mTomato+ p-TGCs in control Eomes+ embryos (Fig. 5a). In contrast, the mural trophectoderm of Eomes-null embryos fail to transverse the luminal epithelial layer and the embryo remains confined within the uterine crypts (Fig. 5b, c). Thus we conclude that in addition to its role in mediating expansion of the polar trophectoderm, Eomes functions in the mural trophectoderm cell population are essential for invasion through the luminal epithelial cell barrier and subsequent remodelling of the adjacent deciduum.

**Fig. 5:**
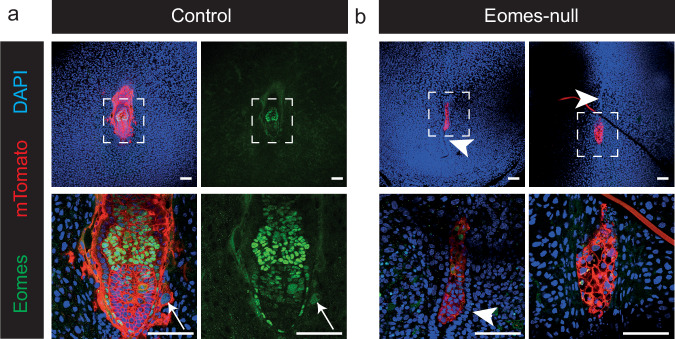
Trophectoderm of Eomes null embryos does not implant and migrate through the uterine epithelium. Confocal imaging of representative sections of **a** control Eomes-expressing and **b** Eomes-null embryos at 5.5 dpc within the decidua carrying the ubiquitiously expressed transgene mTomato, stained for Eomes and mTomato, counterstained with DAPI. 18 control (Eomes positive) and 4 Eomes-null embryos in the decidua were analysed for this study. Lower panel is a higher magnification image of the embryos in the upper panel. Scale bar = 100 μm. Arrow indicates invaded P-TGC. Arrowhead shows intact uterine epithelium.

## Discussion

Eomes has multiple distinct, essential functions in the pre- and post-implantation mouse embryo^9,10,24–26^. This single TF controls the development of several distinct lineages, including cardiac mesoderm, definitive endoderm and yolk-sac fated extraembryonic mesoderm. Here, we focussed on its earliest role in the TE lineage. In vivo and in vitro studies^9,10,15^ have previously described its essential functions during implantation and development of the early ExE population. We exploited a combination of proteomic and genome-wide approaches to further characterise the molecular basis of Eomes function in the TE lineage.

Using RIME we identified the endogenous Eomes interactome in TSCs. The present findings strengthen a previous report showing that the interaction with Tfap2c acts as a switch between promoting TSC maintenance versus differentiation^14^. We also describe Eomes interactions with numerous other TFs that have roles in the TB lineage, including Esrrb, Klf5, Pou3f1, and Zfp281. We also found interactions with numerous chromatin regulators, including Lsd1, the NuRD complex, and the BAF complex, known to play essential roles in TB development. Comparison of Eomes-bound regions with regions bound by interacting TFs and chromatin regulators show a varying degree of overlap across the genome at distal regulatory elements. Thus, Eomes does not form a homogeneous complex, instead interacting with various TFs dynamically at different sites across the genome to exert its action. Intriguingly, Esrrb has also been shown to interact with Zfp281, Junb, Lsd1 and the NuRD complex in TSCs^28^. Additionally, Zfp281 has been shown to interact with both promoters and enhancer in TSCs and these binding sites also show enrichment for Tfap2c, Lsd1 and Esrrb^29^. Collectively, these results reveal the complex multifaceted functional role played by Eomes and its associated interacting proteins in TE development, while illustrating how a single TF can have multiple roles in different cellular or developmental contexts.

Chromatin structure regulates TF binding, mainly by modulating chromatin accessibility, thus determining cell type-specific gene expression programmes. Our RIME experiment revealed that Eomes interacts with numerous subunits of the canonical ATP-dependent BAF (mammalian SWI/SNF) chromatin remodelling complex. The BAF complex, critical at several developmental stages, is thought to exert its action by ATPase-driven sliding of nucleosomes along the DNA, thereby rendering these regions accessible to binding by other factors^62,63^. Importantly, BAF subunits, such as Baf155/Smarcc1, Brg1/Smarca4 and Baf47/Smarcb1 have been shown to be required in pre and/or peri-implantation embryos^19–21^. Furthermore, Brg1 has previously been shown to interact with Eomes during the acquisition of innate memory in CD8 + T cells and the role of Eomes is Brg1-dependent at numerous target genes^64^. More recently, Eomes was also shown to interact with a SWI/SNF complex, similarly binding to mesodermal and endodermal gene enhancers in an in vitro differentiation model of mesoderm and endoderm specification^65^. The cBAF complex has also been shown to play a role in human TB development^66^. The interaction of Eomes with the cBAF complex hence reveals one of the molecular mechanisms through which Eomes exerts its role in TSCs, and Eomes interaction with SWI/SNF complexes may be a common theme in its molecular function.

It has previously been shown that continuous BAF complex function, and the Brg1 subunit specifically, is essential to maintain chromatin accessibility and appropriate gene expression^48,67,68^. Here, we exploited acute Eomes depletion through the dTAG system^69^ alongside small-molecule inhibition of Brg1, to probe the functional relationship of these regulatory components in the context of TSCs. Indeed, Eomes depletion or Brg1 inhibition both result in genome-wide reduction in chromatin accessibility. Furthermore, a large majority of Eomes-dependent accessible sites (>70%) are also rendered inaccessible upon Brg1 inhibition. Previously, Eomes has been shown to have a pioneer role upon activation of its expression^70,71^. Additionally, the BAF complex interacts directly with other cell type-specific pioneer TFs, such as Oct4 in ESCs and PU.1 in leukemia cells^72,73^. As Eomes is constitutively expressed in TSCs, its role in this context appears to be acting as a “doorstop”^74,75^ guiding Brg1 to sustain BAF-mediated accessibility at TSC-specific sites, as both Eomes and Brg1 are required for sustained accessibility at these sites. These accessible sites may then act as “landing pads” for binding of additional transcriptional regulators to control TSC-specific gene expression.

After implantation, Eomes is expressed in the ExE, a polar TE derivative, which overlies the epiblast and contains the stem cell niche that contributes the progenitors of diverse placental cell types, and which is maintained by a signalling environment of high FGF and Nodal from the epiblast^3,76^. As the ExE expands and cells are displaced proximally from the source of FGF and Nodal signals, the associated loss of Eomes correlates with downregulation of stem cell maintenance genes and derepression of trophoblast differentiation genes^14,77^. In keeping with the idea that Eomes regulates this temporal and spatial cell fate switch in vivo, here we find that acute Eomes depletion alone in the context of sustained FGF/TGF-β signalling is sufficient for the rapid downregulation of TSC markers (*Elf5*, *Fgfr1/2*, *Klf5*, *Esrrb*) and upregulation of early differentiation markers (*Hand1*, *Cited1/2*) promoting the acquisition of the various placental progenitor and differentiated cell identities required for appropriate placental morphogenesis. In line with our findings that Eomes and Brg1 promote accessibility of largely overlapping chromatin regions associated with TSC-expressed genes, we also find that there is a positive correlation in the change in gene expression upon Eomes depletion of Brg1 inhibition. Nevertheless, further to its effects on TSC-specific genes, Brg1 inhibition results in significantly more extensive and rapid changes in gene expression, in line with the fact that Brg1 is involved in a more global regulation of gene expression.

Additionally, we identified a host of “cellular architecture” regulated genes including cytoskeletal components (*Actg1*) and components of cell-cell and matricellular interactions (*Lama1*, *Lamb1*, *Col4a1*, *Cdh1*), many of which are known to be expressed in the mural TE^58^. Eomes-null blastocysts form an outer layer of Cdx2-positive TE cells, can hatch from the zona pellucida and elicit a decidual response. However, in vitro, null blastocysts do not attach and migrate on a simple plastic substrate during outgrowth experiments. Our current findings strongly suggest that Eomes modulates the expression of essential genes driving the adhesion to, and invasion of, the uterine environment by mural TE-derived p-TGCs. Indeed, we fail to detect any embryo-derived cells from Eomes-null embryos that have invaded into the uterine deciduum, rather we find that Eomes-null embryos are strictly confined to the uterine luminal epithelial crypts. Interestingly, Eomes expression persists in p-TGCs after stromal invasion^60^, consistent with a potential role for Eomes in contributing to their normal invasive phenotype.

The roles Eomes plays during peri-implantation development appear to be context-dependent. Indeed, Eomes and its multiple interaction partners bind to an array of different sites across the TSC genome. While its role may appear contradictory, this is likely due to its distinct roles in the mural versus the polar trophectoderm populations. In wild-type embryos, Cdx2 is normally downregulated in the mural TE allowing the expression of cell-adhesion and migration genes. Forced Cdx2 overexpression in TE represses the differentiation of the mural TE into the invasive p-TGCs^59^. Indeed, Eomes null embryos retain Cdx2 expression throughout the TE layer^11^. In the peri/post-implantation embryo, Eomes promotes the expansion of the TSC containing polar trophectoderm via the positive regulation of a subset of TSC genes required for ExE development while repressing the expression of early differentiation markers of the polar trophectoderm. In vivo/ex vivo investigation of Eomes functions in peri/post-implantation embryos is challenging and to our knowledge, currently unexplored. As Eomes is essential during pre-implantation, deductions about its peri- and post-implantation functions have largely been extrapolated from in vitro TSC-based studies. This aspect of Eomes function clearly warrants further investigation but is technically challenging due to the small size of the peri-implantation embryo and associated implantation site. However, the recent development of robust ex vivo TE invasion/peri-implantation models^78^ in conjunction with the Eomes-degron mouse line^13^, should, in future, provide the opportunity to further address the temporal and spatial requirements of Eomes ensuring appropriate uterine attachment and invasion.

In summary, this study builds on and expands our understanding of Eomes functions in the TE lineage. A key mechanism of Eomes appears to be in its interaction with the cBAF chromatin remodelling complex, of which both Eomes and Brg1 ATPase activity are required for the “doorstopping” function to maintain open accessible regulatory enhancer regions. Additionally, it participates in the regulation of discrete categories of genes related to the distinct essential roles it plays within the TE lineage, namely in directing successful uterine invasion and implantation of the blastocyst, as well as transiently sustaining the stem cell pool within the ExE that generates the trophoblast sub-types of the emerging placenta to ensure successful development of the embryo within the uterine environment. This study furthers our understanding of how a single TF, Eomes, exerts its function in distinct cell lineages both spatially and temporally during a brief but critical time in early mammalian development.

## Methods

### Mouse strains

All animal procedures were performed at the Sir William Dunn School of Pathology, University of Oxford in accordance with Home Office (UK) guidelines, and authorized by the local Animal Welfare and Ethical Committee. Animals were maintained under a 12 h light/dark cycle and housed in individual ventilated environmentally controlled cages (20 °C, 55% humidity). Sexually mature *Mus musculus* males and females (>6 weeks of age) were intercrossed to generate embryos at indicated ages, e.g., 5.5 days post coitum (dpc). Eomes^deg/deg^ mice were genotyped as previously described^13^. Eomes^+/−^:Rosa26^mT/mG^ males were mated with Eomes^+/−^ females to generate embryos for immunofluorescence imaging. Eomes^+/−^ and Rosa^mT/mG^ alleles were genotyped as previously described^9,61^. All mice were on a C57/Bl6 background.

### Rapid immunoprecipitation and mass spectrometry of endogenous proteins (RIME) and proteomic analysis

Wild-type TSCs^79^ were fixed with 1% methanol-free formaldehyde for 8 min at room temperature (RT) and quenched by incubating in 0.125 M glycine for 5 min. Cells were scraped, collected, washed once with chilled PBS containing 0.5% Igepal then washed with PBS-Igepal containing 1 mM PMSF. Cell pellets were snap-frozen. RIME analysis was performed by Active Motif using previously published protocols^27^. 4 Eomes RIMEs were conducted alongside 2 IgG control RIMEs. Proteins of interest were immunoprecipitated from 150 μg of pre-cleared chromatin with 15 μg of Eomes antibody (Abcam, ab23345) or rabbit IgG antibody control, followed by LC-MS/MS on a Thermo Scientific Q Exactive Orbitrap Mass spectrometer linked to Dionex Ultimate 3000 HPLC (Thermo Scientific) and a nanospray Flex^TM^ ion source. Tandem mass spectra were extracted and analysed by PEAKS Studio version 8 built 20. Charge state deconvolution and deisotoping were not performed. Database consisted of the Uniprot database (version 180508, 71,771 curated entries) and the cRAP database of common laboratory contaminants (www.thegpm.org/crap; 114 entries). Database was searched with a fragment ion mass tolerance of 0.02 Da and a parent ion tolerance of 10 PPM. Peaks studio built-in decoy sequencing and FDR determination was used to validate MS/MS based peptide and the parsimony rules for protein identifications. A threshold of the −10*logp (p-value) of 20 or greater was applied for the peptide identifications. The weighted sum of 9 parameters for peptide scoring were converted to a p-value which represent the probability of a false identification. Protein identifications were accepted if they passed the −10logp of 20 and contained at least 1 identified unique peptide. Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony. Proteins sharing significant peptide evidence were grouped into protein groups.

### TSC derivation and culture

TSCs from wild-type, Eomes^deg/deg^ and Eomes^V5/V5^ mice^13,25^ were derived from E3.5 blastocysts using the previously published protocol^7^. TSCs were maintained in defined TX medium^80^ comprising DMEM/F12 (ThermoFisher), 1% Pen/Strep (ThermoFisher), 2 mM L-glutamine (ThermoFisher), 64 mg/l L-ascorbic acid 2-phosphate magnesium (Sigma), 543 mg/l NaHCO_3_ (Sigma), 14 mg/l sodium selenite (Sigma), 19.4 mg/l insulin (Sigma). 10.7 mg/l holo-transferrin (Sigma), 25 ng/ml human recombinant FGF4 (Sigma), 2 ng/ml TGF-β1 (Peprotech), and 1ug/ml heparin (Sigma) were added prior to use. Cells were cultured at 37 °C and 5% CO_2_ on Matrigel-coated dishes and passaged when 80–90% confluent using 0.05% Trypsin (Gibco). Where indicated, Eomes^deg/deg^ TSCs were treated by addition of 200 nM dTAG-13 (Tocris), 10 uM BRM014 (MedChemExpress) or, as a control, DMSO alone to the TX culture medium.

### CUT&RUN-seq and data analysis

CUT&RUN was performed as previously described^81^. Briefly, 500,000 Eomes^V5/V5^ TS cells were incubated in wash buffer (20 mM HEPES pH7.5, 150 mM NaCl, 0.5 mM spermidine, containing Roche Complete protease inhibitor EDTA-free) with activated ConA magnetic beads (Bangs Laboratories, BP531). Eomes antibody (abcam, ab2335) or rabbit IgG control (Antibodies online, ABIN101961) in antibody buffer (wash buffer with 0.02% Digitonin, 1 mM EDTA) was added to the bead-bound cells and incubated overnight at 4 °C. Beads were washed with digitonin buffer (wash buffer with 0.02% Digitonin) before incubation with pAG-MNase (Cell Signalling Technology, 40366) in digitonin buffer for 1 h at 4 °C, followed by two washes in digitonin buffer. Chromatin was digested by the addition of 2 mM CaCl2 in digitonin buffer and incubation for 30 min at 0 °C. Chromatin was released by the addition of STOP buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 0.02% Digitonin, 100 μg/ml RNAse A, 50 μg/ml Glycogen with Spike-in DNA (CST, 40366)) and incubated at 37 °C for 30 min. Following Proteinase K treatment, DNA was phenol-chloroform extracted and resuspended in 40 μl of 1 mM Tris-HCl pH8, 0.1 mM EDTA. CUT&RUN libraries were made using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645) and NEBNext Adaptor/Multiplex Oligos (NEB, E7335S). Libraries were pooled and paired-end sequencing was performed using the Illumina NextSeq 500/550 platform.

Paired-end sequencing fastq files were aligned to the mouse mm10 genome using Bowtie2 version 2.4.4^82^, the resulting sam files were converted to bam files, sorted, mitochondrial reads removed with SAMtools version 1.14^83^, and files downsampled to contain the same number of reads between test and control files using PICARD version 2.27.4 (https://broadinstitute.github.io/picard/). Peaks were called using MACS2 version 2.2.7.1^84^.

Publicly-available ChIP-seq datasets from^28–30^ were downloaded from the NCBI Gene Expression Omnibus database (GEO accession codes: GSM3019281; GSM3019325; GSM3040287; GSM3019318; GSM3019290; GSM3019292) and the ArrayExpress Archive of Functional Genomics Data^85^ (accession code: E-MTAB-3565). Where necessary, genome coordinates in peak files were converted from mm9 to GRCm38 (mm10) using the UCSC Genome Browser LiftOver tool^86^.

### Cell and embryo immunofluorescence (IF) staining

For IF imaging of TSCs, cells were plated onto Matrigel-coated coverslips and fixed in 4% paraformaldehyde (PFA) for 20 min at RT. For embryo imaging, intact decidua were dissected at E5.5 and fixed in 1% PFA in PBS overnight at 4 °C, washed in PBS, embedded in 3% agarose in PBS, manually trimmed and 100 mm sections cut using a Leica VT1000 S vibratome. Coverslips or sections were washed 3 times in PBS (Gibco) containing 0.1% Triton-X (PBS-T), permeabilised for 15 min in 0.5% PBS-T (except for Fgfr1 staining, which didn’t receive a permeabilization step), and washed 3 times in 0.1% PBS-T. Samples were blocked in 5% donkey serum/0.2% BSA (Sigma) in 0.1% PBS-T (blocking solution) for 1-2 h at RT, incubated overnight at 4 °C with primary antibody in blocking solution, washed 5 times in PBS-T and fluorophore-conjugated secondary antibodies were added in blocking solution for 2 h at RT. Samples were washed 5 times with 0.1% PBS-T and DAPI in PBS-T was added for 10 min. Samples were washed 3 times in PBS-T, mounted in Vectashield with DAPI (VectorLabs) and imaged on an Olympus Fluoview FV1000 microscope. Image data were processed using ImageJ software. 18 control (Eomes positive) and 4 Eomes null embryos in the decidua were analysed for this study. Antibodies are listed in Supplemental Table 1.

### Western blot

Cells were lysed in RIPA buffer [50 mM Tris pH8.0, 150 mM NaCl, 1% Igepal, 0.5% sodium deoxycholate, 0.1% Sodium dodecyl sulfate (SDS)]. Samples were denatured at 98 °C for 10 min in Laemmli sample buffer (BioRad) containing 10% β- mercaptoethanol, run at 90 V on a Mini-Protean® PAGE gel (BioRad), and transferred onto PVDF membrane for 75 min at 90 V. The membrane was rinsed with distilled H2O, washed in Tris-buffered saline- Tween20 (TBST) (0.1%) for 10 min, blocked with EveryBlot blocking buffer (BioRad) for 10 min at RT and incubated in primary antibody on a shaking platform at 4 °C overnight. The membrane was washed with TBST, incubated in secondary antibody in blocking buffer, washed in TBST, ECL prime (Cytiva) added per the manufacturer’s instructions, and exposed to X- ray film. When necessary, the membrane was stripped with stripping buffer (2.9 g glycine, 20 mL SDS in 2 L H2O, pH 2.2), blocked, washed, and exposed to antibody as described above.

### ATAC-seq and data analysis

Tagmentation and indexing of single-cell suspensions (6 × 10^4^/sample) was performed as previously described^87^. Libraries were purified with a double-sided SPRI AMPure XP bead cleanup (Agencourt) (0.6x to 1.5x bead-to-sample volume ratio). Library size and concentration were determined using the 2100 Bioanalyzer High Sensitivity DNA Kit (Agilent). Samples were sequenced with 75-cycle paired-end Nextera kit with custom Nextera index primers taken from Supplementary Table 1 in Reference^86^. on the Illumina NextSeq 500/550 platform.

Paired-end reads were aligned to the mm10 mouse genome assembly using Bowtie2^82^ with the very sensitive option. They were then sorted, mitochondrial reads were discarded using SAMtools^83^, and duplicate reads removed using Picard (https://broadinstitute.github.io/picard/). BigWig files were generated using deepTools version 3.5.1^88^. Biological replicates were randomly downsampled to contain the same number of reads for each individual sample, and peaks were called using MACS2 version 2.2.7.1^84^. MACS2-called peaks with a *P* value of <10^−3^ were used in downstream analyses. Notable changes in ATAC-seq datasets were identified using the DiffBind package on the Galaxy server (www.usegalaxy.org)^89^, using bam files and a bed file of all identified peaks in each sample. Genomic Regions Enrichment Analysis Tool (GREAT) 4.0.4 analysis^90^ was performed using default parameters with the whole genome as a background to identify peak-gene associations. Enrichment of transcription factor motifs in differentially-accessible peaks was performed using Hypergeometric Optimisation of Motif EnRichment (HOMER)^91^. Heatmaps to assess changes in chromatin accessibility were generated using deepTools version 3.5.1^88^.

### RNA isolation and RNA-seq analysis

Total RNA was harvested using a Quick-RNA MicroPrep kit (Zymo) per the manufacturer’s instructions. Samples were quantified using Qubit 4.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and RNA integrity checked with RNA Kit on Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). Library preparation was carried out using NEBNext rRNA Depletion Kit (Human/Mouse/Rat) and NEBNext Ultra II Directional RNA Library Prep Kit for Illumina following manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, rRNA was depleted with NEBNext rRNA Depletion Kit (Human/Mouse/Rat). rRNA depleted RNAs were fragmented. First strand and second strand cDNA were subsequently synthesised. The second strand of cDNA was marked by incorporating dUTP during the synthesis. cDNA fragments were adenylated at 3’ ends, and indexed adapter was ligated to cDNA fragments. Limited cycle PCR was used for library amplification. The dUTP incorporated into the cDNA of the second strand enabled its specific degradation to maintain strand specificity. Sequencing libraries were validated using DNA Kit on the Agilent 5600 Fragment Analyzer (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 4.0 Fluorometer (Invitrogen, Carlsbad, CA).

Libraries were multiplexed and sequenced using a 2 × 150 Pair-End (PE) configuration v1.5 on the Illumina NovaSeq 6000 instrument. Image analysis and base calling were conducted using the NovaSeq Control Software v1.7. Raw sequence data (.bcl files) was converted into fastq files and de-multiplexed using Illumina bcl2fastq program version 2.20. One mismatch was allowed for index sequence identification. Paired-end reads were aligned against the mm10 genome using STAR RNA-seq aligner package, with default parameters and –outSAMtype BAM SortedByCoordinate. BAM file primary alignments with mapping quality of >254 were treated as RNA-seq data and imported into SeqMonk 1.48.0 (https://www.bioinformatics.babraham.ac.uk/projects/download.html#seqmonk). The RNA-seq quantitation pipeline using DESeq2^92^ was used to identify significantly differentially expressed genes (*P* < 0.05).

### Statistical analysis

Statistical analysis and graph generation was carried out in GraphPad Prism (version 10.0.2). Graphs show mean and standard deviation unless otherwise stated.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Transparent Peer Review file

## Data Availability

The sequencing data generated in this study has been deposited in the NCBI GEO database, the RNA-seq under the accession code GSE276261, the ATAC-seq under the accession code GSE276039 and the CUT&RUN under the accession code GSE276042. The source data underlying Fig. 1a and b are provided in Supplementary Data 1 and 2 and can also be accessed from the MassIVE repository using the link: ftp://massive-ftp.ucsd.edu/v09/MSV000097887/ (also accessible via proteomeXchange accession code PXD063922).

# Supplementary material for: Eomesodermin in conjunction with the BAF complex promotes expansion and invasion of the trophectoderm lineage
**Source:** Nat Commun. 2025 May 31;16:5079. doi: 10.1038/s41467-025-60417-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Eomesodermin in conjunction with the BAF complex promotes expansion and invasion of the trophectoderm lineage

Alexandra Maria Bisia, Maria-Eleni Xypolita, Elizabeth K. Bikoff, Elizabeth J. Robertson, Ita Costello

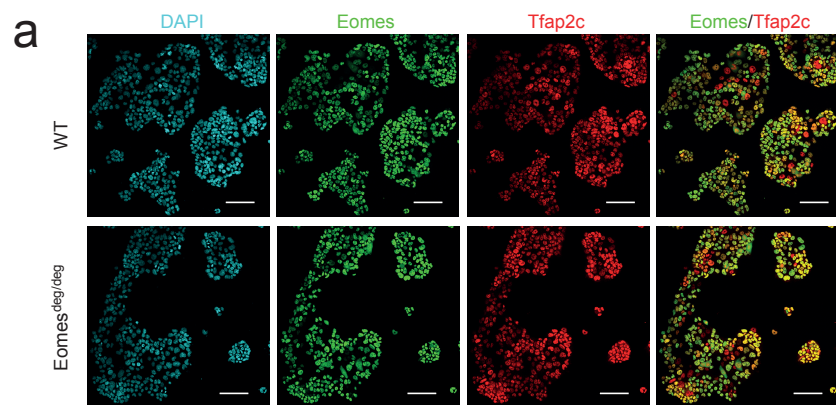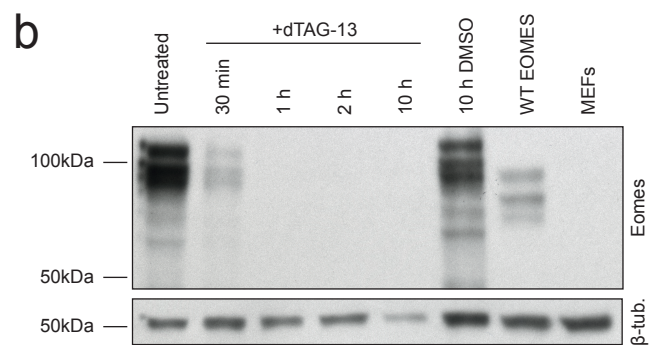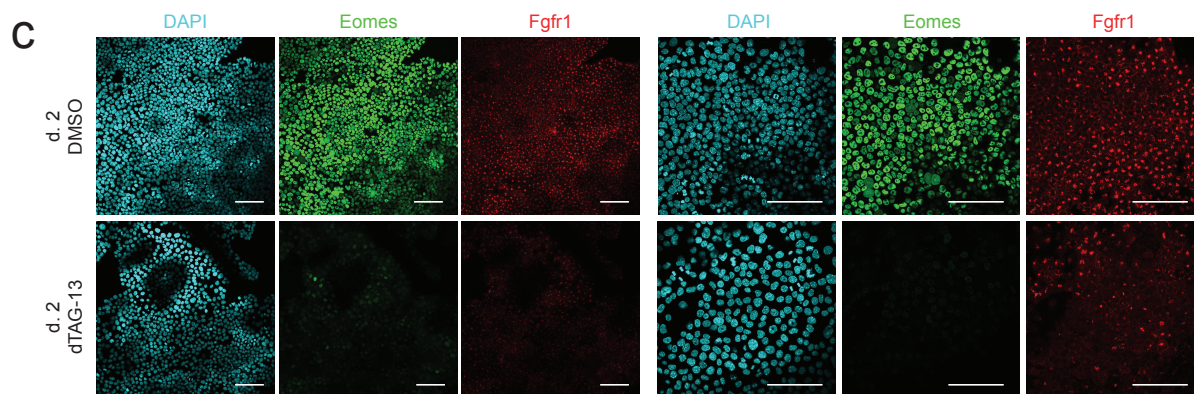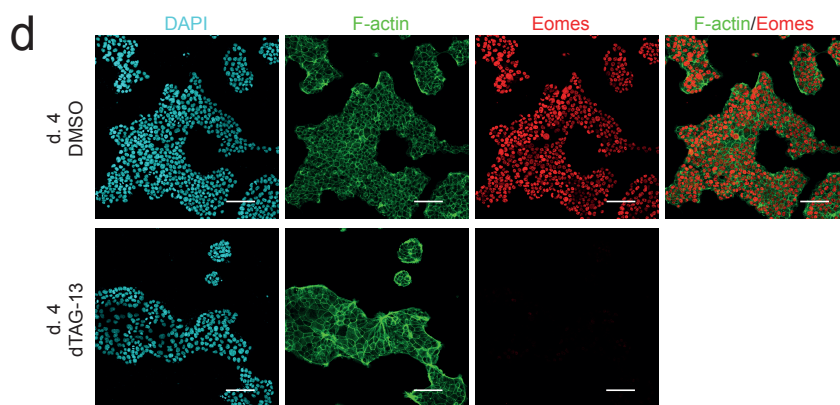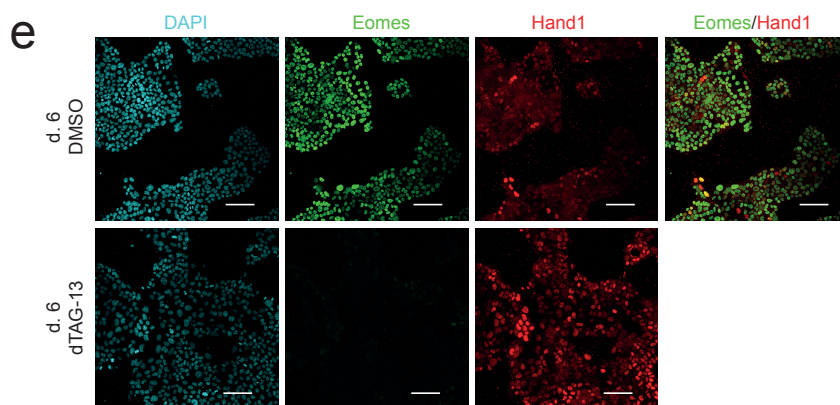

Supplementary Figure S1: TSCs downregulate stemness and upregulate differentiation markers upon Eomes depletion

(a) Immunofluorescence staining of wild-type and Eomes^{deg/deg} TSCs for Eomes and Tfap2c expression. Scale bar: 100 μ m.

(b) Immunoblot analysis of Eomes degradation timecourse in dTAG-13-treated Eomes^{deg/deg} TSCs. Mouse embryonic fibroblasts were included as a negative control.

(c-e) Immunofluorescence staining of Eomes-depleted and control DMSO-treated Eomes^{deg/deg} TSCs analysed for expression of TSC marker Fgfr1 (c), F-actin (phalloidin) (d), or early TB differentiation marker Hand1 (e), alongside Eomes. Scale bar: 100 μ m.

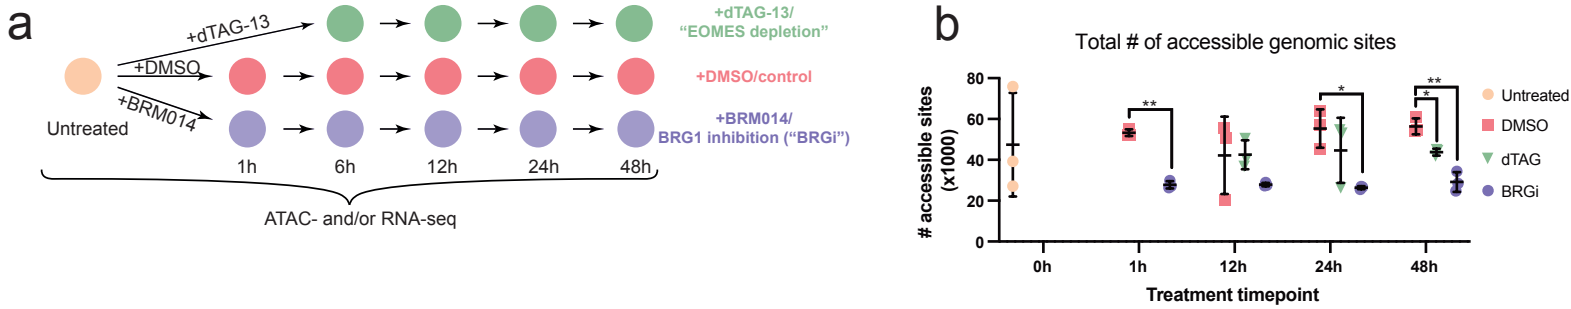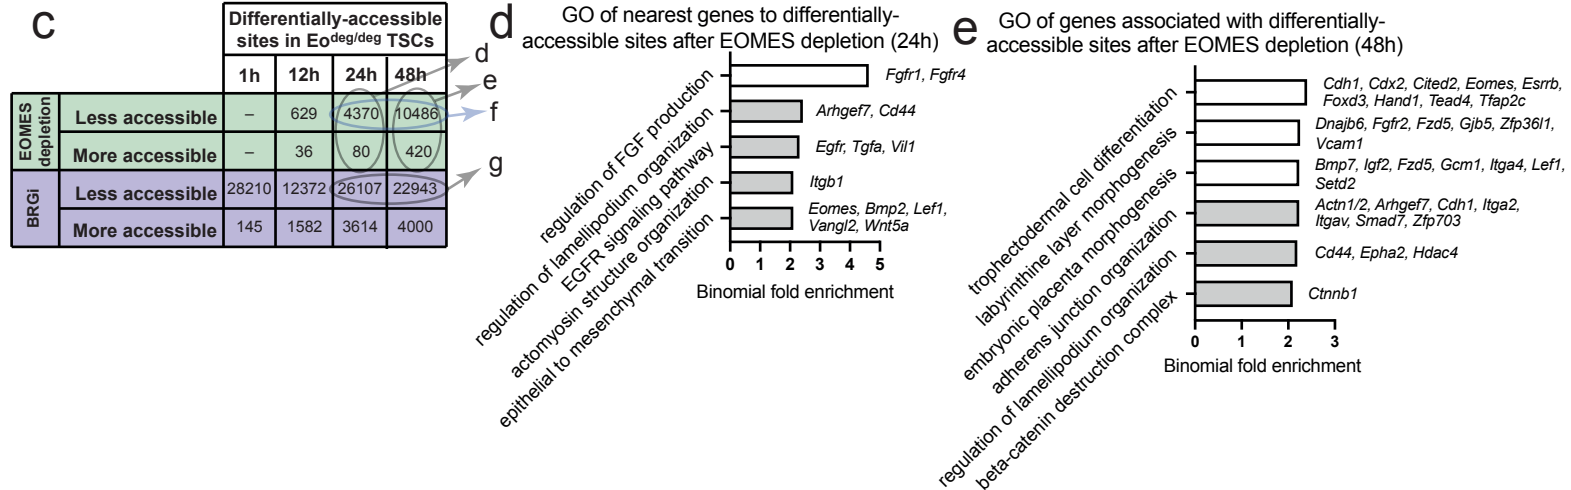

f

Enriched motifs in reduced accessibility sites upon EOMES depletion						
Factor name	EOMES interactor	24h		48h		Motif
		Target seqs with motif (%)	P-value	Target seqs with motif (%)	P-value	
TFAP2C	Y	19.8	1e-136	25.5	1e-430	
JUNB	Y	15.5	1e-142	17.0	1e-469	
KLF5	Y	17.1	1e-38	19.4	1e-75	
ELF5	Y*	12.5	1e-26	13.1	1e-81	
ESRRB	Y	9.5	1e-5	9.0	1e-8	
POU3F1 (OCT6)	Y	4.4	1e-3	4.5	1e-13	
PBX3	Y	3.2	1e-2	3.1	1e-6	
ZFP281	Y	–	–	2.9	1e-3	
SOX21	N	38.3	1e-174	38.2	1e-466	
SOX15	N	24.6	1e-148	26.1	1e-441	
SOX2	N	24.0	1e-189	24.6	1e-486	
TEAD4	N	18.3	1e-96	17.9	1e-211	
MEIS1	N	29.1	1e-44	23.7	1e-27	
CDX2	N	9.4	1e-20	8.6	1e-41	
RBPJ	N	–	–	16.2	1e-4	
EOMES	–	56.3	1e-473	41.7	1e-462	

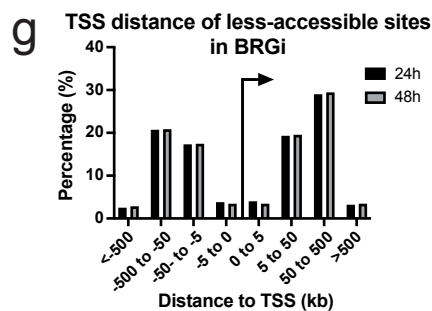

Supplementary Figure S2: Experimental protocol for ATAC- and RNA-seq of Eomes-depleted or Brg1-inhibited TSCs

(a) Schematic of time-course experimental setup showing Eomes depletion and BRGi conditions, as well as timepoint-specific DMSO controls. Each experimental condition was carried out in triplicate.

(b) Summary statistics of total accessible site numbers in each experimental condition outlined in (a). Produced using a two-sided t-test, *: $p=0.05$; **: $p=0.01$.

(c) Summary statistics of differentially-accessible peaks in each experimental condition outlined in (a).

(d-e) Selected enriched GO terms associated with the genes nearest to differentially-accessible sites after 24 (d) or 48h (e) of BRGi. White bars correspond to TE-related terms, grey bars correspond to cell interactions and motility-related terms.

(f) Selected enriched consensus motifs at sites of reduced accessibility after 24 and 48h of Eomes depletion.

(g) Bar graph of distance distribution of sites of reduced accessibility from the nearest TSS after 24 and 48h of BRGi.

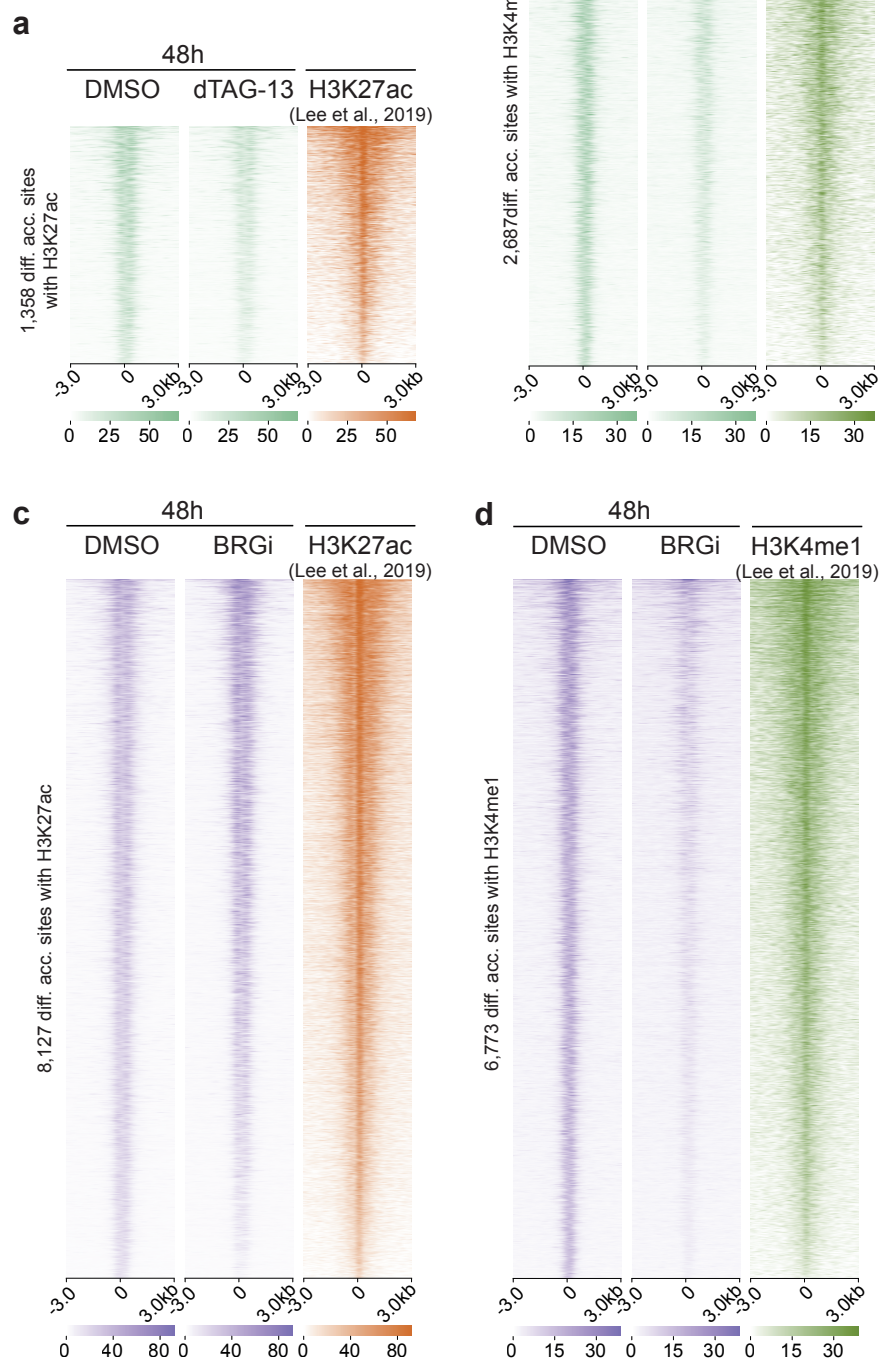

e

		Differentially-accessible sites (#)	H3K27ac (%)	H3K4me1 (%)	Total (%)
Eomes depletion	12h	664	2.3	17.8	19.0
	24h	4,449	4.6	19.5	22.3
	48h	10,905	12.5	24.6	33.6
BRGi	6h	2,658	67.0	10.3	75.2
	12h	13,953	25.4	25.7	46.6
	24h	29,720	29.7	25.2	50.3
	48h	26,942	30.2	25.1	50.7

Supplementary Figure S3: Eomes depletion- and BRGi-induced differentially-accessible sites coincide with active and poised enhancer marks.

- (a) Heatmap of the overlap between Eomes depletion-induced differentially-accessible sites and previously-published H3K27ac occupancy in TSCs (GEO acc. code GSM3019290).
- (b) Heatmap of the overlap between Eomes depletion-induced differentially-accessible sites and previously-published H3K4me1 occupancy in TSCs (GEO acc. code GSM3019292).
- (c) Heatmap of the overlap between BRGi-induced differentially-accessible sites and previously-published H3K27ac occupancy in TSCs [GEO acc. code as in (a)].
- (d) Heatmap of the overlap between BRGi-induced differentially-accessible sites and previously-published H3K27ac occupancy in TSCs [GEO acc. code as in (b)].
- (e) Summary statistics of overlap between differentially-accessible sites and previously-published H3K27ac or H3K4me1 occupancy in TSCs at different timepoints of Eomes depletion or BRGi.

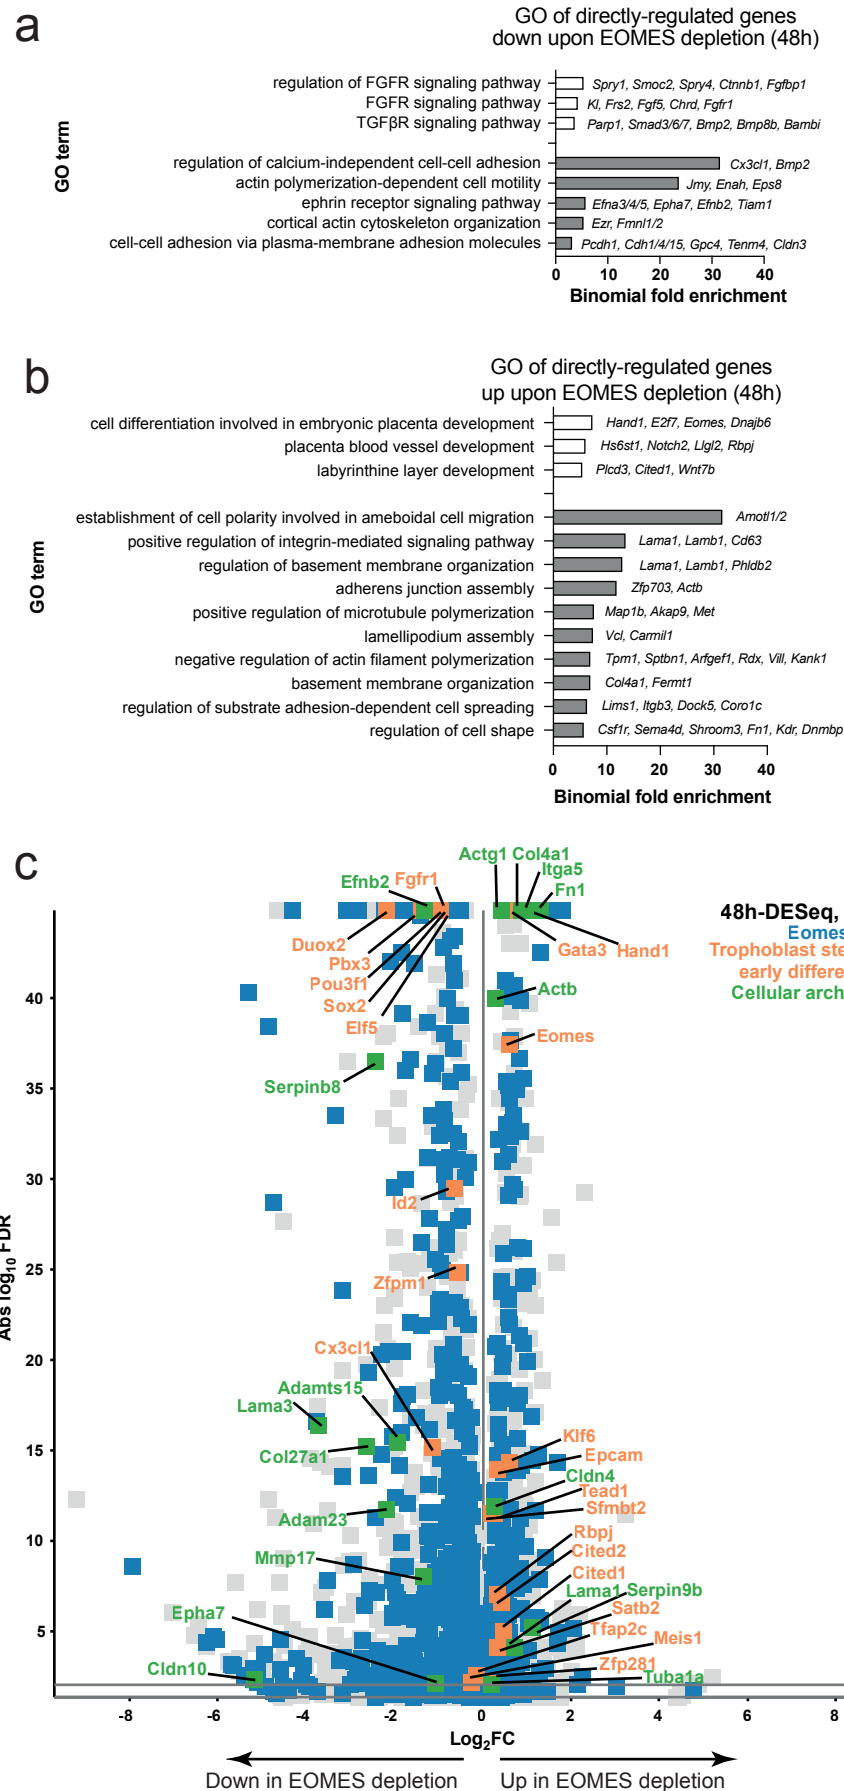

Supplementary Figure S4: Eomes depletion results in misregulation of TSC-related genes.

(a-b) GO terms enriched in genes downregulated (a) or upregulated (b) in Eomes-depleted TSCs after 48h of dTAG-13 addition

(c) Volcano plot of differentially-expressed genes between Eomes-depleted and control TSCs 48h after dTAG-13 addition. Trophoblast stemness/early differentiation (red) and cellular architecture (green) genes are also a subset of Eomes-bound genes (blue)

Supplementary Figure S1b

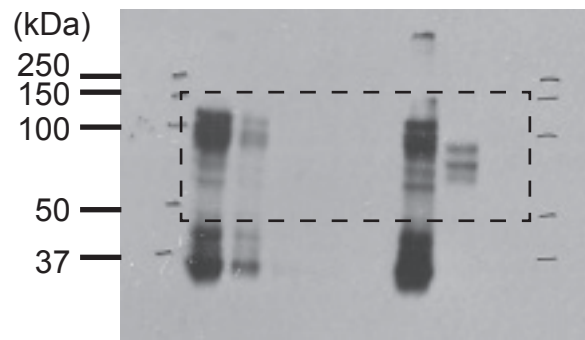

Eomes

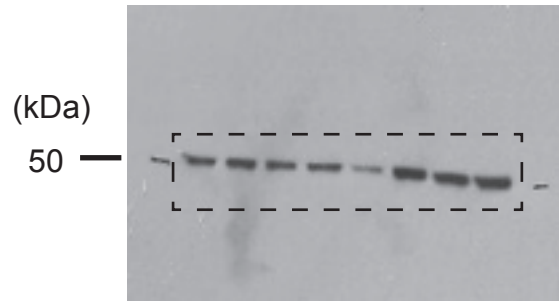

β -tubulin

Supplementary Figure S5: Full size images of Western blots from Supplementary Figure S1

Supplemental Table 1: Antibodies used in this study

Reagent	Source	Identifier	Lot #	RRID	Dilution	Application
Rat monoclonal IgG2a anti-Eomes	eBioscience	14-4875-82	2493129	AB_11042577	1:500	Immunofluorescence (IF)
Rabbit polyclonal anti-AP-2 γ	Cell Signaling	2320S	3	AB_2202287	1:100	IF
Rabbit monoclonal IgG anti-FGFR1	Cell Signaling	9740S	4	AB_11178519	1:100	IF
Phalloidin AF633	ThermoFisher	A22284			1:100	IF
Polyclonal goat anti-HAND1	R&D	AF3168	WTD0423011	AB_2115853	1:100	IF
Rabbit polyclonal anti-RFP	Rockland	600-401-379	48710	AB_2209751	1:200	IF
Donkey anti-rat AF488	Invitrogen	A-21208	2482958	AB_2535794	1:400	IF
Donkey anti-rat AF594	Invitrogen	A-21209	2078918	AB_2535795	1:400	IF
Donkey anti-rabbit AF488	Invitrogen	A-21206	1927937	AB_2535792	1:400	IF
Donkey anti-goat AF594	Invitrogen	A-11058	2445414	AB_2534105	1:400	IF
Donkey anti-rabbit AF594	Invitrogen	A-21207	2313074	AB_141637	1:400	IF
Rat monoclonal IgG2a anti-Eomes	eBioscience	14-4875-82	2493129	AB_11042577	1:10,000	Western Blot (WB)
Rabbit polyclonal anti- β -tubulin	Cell Signaling	2146S	10	AB_2210545	1:2,000	WB
Goat anti-rat IgG, HRP conjugated	Cell Signaling	7077S	14	AB_10694715	1:2,000	WB
Donkey anti-rabbit IgG, HRP conjugated	Amersham	NA934V	17271476	AB_772206	1:2,000	WB
Guinea Pig anti-Rabbit IgG (Heavy & Light Chain)	Antibodies online	ABIN101961	NE-200-022001	AB_10775589	1:100	CUT&RUN
Rabbit polyclonal anti-Eomes	abcam	ab23345	GR3304549-1	AB_778267	1:50	CUT&RUN
Rabbit polyclonal anti-Eomes	abcam	ab23345	GR3390346-2	AB_778267		RIME

# Supplementary material for: Eomesodermin in conjunction with the BAF complex promotes expansion and invasion of the trophectoderm lineage
**Source:** Nat Commun. 2025 May 31;16:5079. doi: 10.1038/s41467-025-60417-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Supplementary Data files:

Supplementary Data 1: Eomes RIME Assay report results

Supplementary Data 2: Eomes RIME Pegasus T-test results

Supplementary Data 3: Gene Ontology full lists

Supplementary Data 4: Gene table list of Cut&Run-Seq, ATAC-Seq and RNA-Seq data

# Supplementary material for: Eomesodermin in conjunction with the BAF complex promotes expansion and invasion of the trophectoderm lineage
**Source:** Nat Commun. 2025 May 31;16:5079. doi: 10.1038/s41467-025-60417-w
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	The sequencing data has been deposited in NCBI GEO under the accession codes GSE276039, GSE276042 and GSE276261. Proteomic data has been deposited in the MassIVE repository, accessible via the link ftp://massive-ftp.ucsd.edu/v09/MSV000097887/
Data analysis	Statistical analysis performed using GraphPad Prism (10.0.2). ImageJ (2.14.0/1.54f) and Adobe Illustrator 2024 were used for image and figure preparation, respectively. All other programs used are indicated in the methods section.<br>PEAKS Studio version 8 built 20.<br>Bowtie2 version 2.4.4<br>SAMtools version 1.14<br>PICARD version 2.27.4<br>MACS2 version 2.2.7.1<br>deepTools version 3.5.1<br>Genomic Regions Enrichment Analysis Tool (GREAT) 4.0.4<br>SeqMonk 1.48.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data has been deposited in the NCBI GEO database under accession code (GSE276039 (ATAC-seq), GSE276042 (CUT&RUN) and GSE276261 (RNA-seq). Proteomic data has been deposited in the MassIVE repository server, accessible via the link <ftp://massive-ftp.ucsd.edu/v09/MSV000097887/>. Supplementary Data 1, 2, 3 & 4 contain further raw data of graphs included in the paper

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Experiments were performed with a minimum of n=3 independent biological samples. Sample sizes were selected based on previous experiments
Data exclusions	No data excluded
Replication	Replicate experiments were successfully validated
Randomization	No randomization performed. To control for effects of covariates, we used wildtype littermates or untreated and control vehicle treatment
Blinding	As the phenotype of the control versus the Eomes null embryos was morphologically evident, blinding was not required

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Antibody information is provided in Supplemental Table 1

Rat monoclonal IgG2a anti-Eomes eBioscience 14-4875-82 Lot no. 2493129 1:500 Immunofluorescence (IF)

Rabbit polyclonal anti-AP-2γ Cell Signaling 2320S Lot no. 3 1:100 IF

Rabbit monoclonal IgG anti-FGFR1 Cell Signaling 9740S Lot no. 4 1:100 IF

Phalloidin AF633 ThermoFisher A22284 1:100 IF

Polyclonal goat anti-HAND1 R&D AF3168 Lot no. WTD0423011 1:100 IF

Rabbit polyclonal anti-RFP Rockland 600-401-379 Lot no. 48710 1:200 IF

Donkey anti-rat AF488 Invitrogen A-21208 Lot no. 2482958 1:400 IF

Donkey anti-rat AF594 Invitrogen A-21209 Lot no. 2078918 1:400 IF

Donkey anti-rabbit AF488 Invitrogen A-21206 Lot no. 1927937 1:400 IF

Donkey anti-goat AF594 Invitrogen A-11058 Lot no. 2445414 1:400 IF

Donkey anti-rabbit AF594 Invitrogen A-21207 Lot no. 2313074 1:400 IF

Rat monoclonal IgG2a anti-Eomes eBioscience 14-4875-82 Lot no. 2493129 1:10,000 Western Blot (WB)

Rabbit polyclonal anti-β-tubulin Cell Signaling 2146S Lot no. 10 1:2,000 WB

Goat anti-rat IgG, HRP conjugated Cell Signaling 7077S Lot no. 14 1:2,000 WB

Donkey anti-rabbit IgG, HRP conjugated Amersham NA934V Lot no. 17271476 1:2,000 WB

Guinea Pig anti-Rabbit IgG (Heavy & Light Chain) Antibodies online ABIN101961 Lot no. NE-200-022001 1:100 CUT&RUN

Rabbit polyclonal anti-Eomes abcam ab23345 Lot no. GR3304549-1 1:50 CUT&RUN

Rabbit polyclonal anti-Eomes abcam ab23345 Lot no. GR3390346-2 RIME

Validation

Validation information has been taken from the manufacturer's website for the primary and secondary antibodies listed in Supplemental Table 1

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Eomes-degron trophoblast stem cells, as produced in this study

Authentication

By the Robertson lab in this study

Mycoplasma contamination

None

Commonly misidentified lines (See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Eomes null (delta 2-5) crossed with an Rosa26-MT/MG allele, as stated in the methods section

Wild animals

n/a

Reporting on sex	n/a as peri-implantation embryos were studied
Field-collected samples	n/a
Ethics oversight	All animal procedures were performed in accordance with the Home Office (UK) guidelines and authorized by the local Animal Welfare and Ethical Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

How the deposited data were processed for this re-analysis (not part of the article)

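The data are CUT&RUN-seq libraries from EomesV5/V5 TSCs, 3 with an antibody to Eomes and 3 with a control IgG, of which 1 list of peaks is deposited. The authors aligned reads to mm10 (GRCm38) with Bowtie2 2.4.4, sorted them and removed mitochondrial reads with SAMtools 1.14, downsampled test and control files to the same number of reads with Picard 2.27.4 and called peaks with MACS2 2.2.7.1. That the IgG libraries were the control given to the peak caller follows from the methods' wording of test and control files and is not stated. The deposited list has the columns of the caller's broad format and no summits. The score in the deposited list is the caller's, 10 times the −log10 q value with the decimals dropped, which held for 4144 of the 4145 peaks. The fold enrichment of each peak is the authors' value, from MACS2 and read here as the ratio of Eomes to IgG signal, averaged over the peak. The −log10 p and −log10 q values are also those the authors obtained from MACS2, averaged over the peak. These values were used only to describe, rank or filter peaks. The list has no values for single libraries, so no reproducibility between replicates could be measured and the read depth is not known.

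Peaks were placed on the GRCm38 sequence and on the GENCODE M21 annotation, with the 5′ end of each of 21938 protein-coding genes as its TSS. Distances run from the peak midpoint to the nearest TSS. Classes were assigned in the order within 1 kb of a TSS, exon, intron and intergenic DNA. The same peaks were placed at random 1000 times on their own chromosomes, keeping their widths and avoiding assembly gaps, and shares were compared by two-sided permutation tests, for which the smallest p is 0.002. Clustering was the share of peaks with another peak within 12.5 kb. Exact matches of 16 consensus sequences on either strand (T-box, Tead, Tfap2, Gata, Cdx, Klf, Sox, Ets, AP-1, Esrrb, POU, Zfp281, CTCF, E-box, Hnf1 and p53) were counted within 100 bp of each midpoint and compared by two-sided Fisher exact tests with 5 windows per peak, the closest in GC content of 3000 random ones. The mean GC content was 48.6% in both sets.

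Each gene received a regulatory domain by the GREAT rule, 5 kb upstream and 1 kb downstream of its TSS and extended to the neighbouring basal domains by at most 1000 kb. Peaks in the joint domains of 22 gene lists were tested by two-sided exact binomial tests against the gap-free share of the genome, and peaks of single genes by one-sided exact binomial tests. The lists were TSC maintenance, early trophoblast differentiation, giant cell and spongiotrophoblast, TGF-β and Nodal signalling, FGF and ERK signalling, basement membrane and ECM, integrins and focal adhesion, cell-cell adhesion, actin and keratin cytoskeleton, Hippo signalling, the RIME interactors of Fig. 1b, SWI/SNF subunits, mesendoderm, primitive and visceral endoderm, pluripotency, T and NK cells, cortical neurogenesis, fibroblasts, ribosomal proteins, and 3 lists from the paper (absent trophectoderm genes, TGF-β receptor mediators and the 20 genes named in its text). The p-values of the classes, sequences, lists and genes were adjusted by the Benjamini-Hochberg method within each of these families, with a threshold of 0.05. Those printed for shares by distance, for clustering, for the T-box splits, for chromosome X and for the classes under other settings are unadjusted. The lists, sequences, tests and most alternatives were fixed before the data were examined. The genes and peaks named in the text follow a rule fixed with them: every gene the paper names as bound or directly regulated, the 10 peaks with the highest fold enrichment, the 20 genes with the smallest p, and the 2 to 4 members of each list with the strongest peak by q. Genes that passed within a list or complete a small count, or that are singled out in the closing section, were named after their values were seen.

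To find sequence with copies elsewhere, the number of times each 31-base word of a peak occurs in the assembly was counted, on both strands. A peak is called single-copy when at least 50% of its words occur once, which held for 2261 peaks, and multi-copy otherwise. Peaks that share at least 20 words were joined into families of 10 or more. The alternatives tried were a stricter q of 0.001, the peaks with fold enrichment at or above the median, every transcript start or genes of every biotype, other rules for assigning genes, other windows and backgrounds for the sequences, peaks within 12.5 kb counted as one, and, added later, single-copy peaks, peaks outside the largest family, lists without the genes of the paper's own lists and lists without their member with the most peaks.

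The tests were run on simulated data. In 10 random placements, 0 of 220 list tests and 0 genes passed. These placements are spread evenly, whereas the real peaks cluster and lie closer to TSSs. The result therefore does not show how often the tests pass in error for peaks placed like the real ones. With 20 peaks planted in the domains of the cortical neurogenesis list, that list passed and no other did. A T-box sequence planted in 10% of random windows was found in 11.1%, with no other sequence called, and 200 planted pairs raised the share of clustered peaks from 4.02% to 13.1%. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The ATAC-seq, RNA-seq, RIME and published ChIP-seq data were left out because they are not part of the deposited files used here. HOMER matrices were not used.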

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

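The tests on copies of mitochondrial sequence and on multi-copy peaks outside the largest family, and the split into single-copy and multi-copy peaks, were chosen after the results they address had been seen.

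The paper does not report where in repeated sequence Eomes peaks lie. In the list 3 signals drew attention: 45.5% of peaks lay on multi-copy sequence, against 15.2% of random placements, 73.3% of the peaks of the largest repeat family held a T-box match, and the peak with the highest fold enrichment in the list, at 16.9, called single-copy, lay in an intron of Sos1 outside the loci the paper discusses and held no T-box match. The largest family comprised 656 peaks (15.8%) on 21 chromosomes, with a median fold enrichment of 4.56, and supplied 44.4% of the 511 peaks of 5-fold or more. Its commonest T-box context, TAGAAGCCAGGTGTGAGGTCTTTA, occurred in 212 of its peaks. Of the words in the Sos1 peak, 52.8% were single-copy, and what makes this peak the strongest was not tested.

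For the excess of multi-copy peaks, misplaced reads without Eomes binding were taken to predict no excess of T-box matches. Of these peaks, 26.2% held a match against 0.604% of multi-copy random placements (odds ratio 57.0, 95% interval 36.1 to 90.1). The test cannot exclude such reads, because most of the matches lie in the largest family, whose copies share the sequence around the T-box. Reads misplaced among its copies would land on a match too, and the interval takes the copies as independent. Outside the largest family the excess was smaller, 35 of 1260 peaks or 2.78% (odds ratio 4.65, 95% interval 2.66 to 8.10), and 10 of the 12 families held no T-box match, so misplaced reads stay open for most of those peaks. Recurrence of T-box sites in the largest family, and not in several, is consistent with the values, since 481 of its peaks held a match against 2 in all other families, and 45.0% of multi-copy peaks sharing words with 10 or more others held a match against 4.75% of those sharing none (odds ratio 16.2, 95% interval 10.9 to 24.0). Which copy of a repeat was bound stays open, because the treatment of reads with several alignments is not known. The design holds no condition to set against these, so no biological explanation was tested.

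The 80 peaks with fold enrichment under 2 were among those with the smallest q, 12 of the 50 with the smallest, with a median −log10 q in the authors' deposited table of 4.55 against 3.22 for the others. Copies of mitochondrial sequence are argued against for most of these peaks, since 6.25% of them had more than 10% of their words in the mitochondrial genome, but these are 5 of the 6 such peaks in the whole list, so for those 5 that source stays open. High-copy regions where Eomes and IgG reads pile up alike may account for them, since 0 of the 80 held a T-box match, no more than their GC-matched windows (odds ratio 0.447, 95% interval 0.0245 to 8.16, Fisher exact p = 0.596). That interval is wide, and 36.2% of these peaks were single-copy in the assembly. That label does not exclude high copy number in the cells where the assembly holds fewer copies. No biological explanation was tested.

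Chromosome X had 0.245 single-copy peaks per Mb against 0.927 on the autosomes, a ratio of 0.264 (95% interval 0.188 to 0.361, exact binomial p = 1.3e-25). Over all peaks the deficit was smaller, 0.862 per Mb against 1.66, a ratio of 0.519. Densities are per gap-free Mb, so a different share of repeated sequence on X is not accounted for in the single-copy ratio. For the single-copy ratio, a lower density of genes is argued against as the whole cause, because genes per Mb had a ratio of 0.668. That test was not made for all peaks. With reduced read depth on X, from a single copy or a single accessible copy, about as many single-copy peaks might be lost, since a share of 0.354 of autosomal single-copy peaks had at least 2 times the smallest −log10 p in the list, which lies only narrowly inside the interval of the single-copy ratio. Weaker Eomes binding on X stays open, as no condition in the design tests it. The median fold enrichment of single-copy peaks was 3.61 on X and 3.62 on the autosomes, but sites too weak to be called are not in the list.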

How the results depend on the processing

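The alternatives with single-copy peaks, with peaks outside the largest repeat family and with fewer genes in the lists were chosen after the data had been seen. Over the alternatives fixed in advance 199 comparisons kept their direction and side of the threshold or their size, 36 reversed, 32 weakened, 13 moved and 2 strengthened, and over those added later 108 kept them, 14 reversed, 13 weakened, 5 moved and 3 strengthened. Unchanged in direction and call under every alternative run were the excess of T-box (odds ratio 8.49 to 33.9), Tead, Tfap2, Cdx, AP-1 and Ets sequences, the clustering of peaks, and the excess at actin and keratin genes (ratio 3.13 to 5.48) and at the 3 lists from the paper. No alternative left out only the second largest repeat family, which holds the Tfap2 sequence in 93.8% of its 192 peaks. Of the 12 lists called, 3 of the 19 not from the paper passed without the genes of the paper's lists, and 7 of 22 passed without the member with the most peaks. TSC maintenance (1.20), FGF and ERK (1.56), and, without 1 gene, cell-cell adhesion (1.69) and Hippo (1.96) lost their calls only there, which follows in part from leaving out genes with peaks.

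Of the shares by distance, the excess 5 to 500 kb from a TSS reversed to 75.8% against 75.9% at random with every transcript start, to 76.4% against 82.5% with genes of every biotype (past the threshold) and to 80.3% against 80.3% with single-copy peaks. The intron share fell below random to 33.3% with q under 0.001 and 33.1% with the higher fold enrichments, both past the threshold (unadjusted permutation p = 0.006), and to 34.2% with every transcript start, but rose to 39.5% outside the largest family, past the threshold. The intergenic share turned to above random at 60.2% with q under 0.001 and 60.3% with the higher fold enrichments, neither past the threshold, and lay below random, past the threshold, at 52.8% against 58.4% outside the largest family, 50.5% against 55.8% with single-copy peaks and 48.2% against 50.7% with genes of every biotype. The promoter share stayed above random but rose to 7.24% with every transcript start, 7.33% with genes of every biotype and 8.14% with single-copy peaks. Tests of the shares are unadjusted here. On that scale the main intergenic share, 57.0%, also lay below random past the threshold (permutation p = 0.038), so the lower intergenic shares do not change its call. Counts moved where fewer peaks or another rule were used. Peaks numbered 2199 with q under 0.001 and 2261 when single-copy. Genes with a peak numbered 3066 by nearest TSS, 3015 with q under 0.001, 2915 with the higher fold enrichments and 3027 with single-copy peaks. Single genes called numbered 26 with q under 0.001, 12 with the higher fold enrichments, 4 with clustered peaks as one and 69 with genes of every biotype. Rarer sequences numbered 2 within 50 bp, 2 against shuffled sequence and 0 with background 2 kb away, with q under 0.001, with the higher fold enrichments and with single-copy peaks.

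Reversed ratios of lists, none past the threshold, were with q under 0.001 giant cell 1.24 and ribosomal 0.990, and with the higher fold enrichments early trophoblast 1.22, giant cell 1.98, mesendoderm 1.12 and T and NK cell 0.836. With single-copy peaks they were early trophoblast 1.79, giant cell 1.81, SWI/SNF 1.27, mesendoderm 1.02 and ribosomal 0, and outside the largest family early trophoblast 1.16 and giant cell 1.18. With clustered peaks as one it was giant cell 1.10, and with domains ending midway to the neighbouring TSS early trophoblast 1.22, giant cell 1.81, T and NK cell 0.804 and ribosomal 0.989. With genes of every biotype they were early trophoblast 2.09, SWI/SNF 1.17, mesendoderm 1.16, endoderm 1.92, T and NK cell 0, cortical 1.15 and fibroblast 1.52. Without the genes of the paper's lists it was interactors 0.990, and without the member with the most peaks pluripotency 0.925, T and NK cell 0.897 and ribosomal 0.707. Reversed odds ratios were Esrrb 0.977 within 50 bp, Gata 0.909 and Esrrb 0.830 over whole peaks, Gata 0.904, Esrrb 0.960 and E-box 1.10 with background 2 kb away, Gata 0.946 and Zfp281 1.49 (past the threshold) against shuffled sequence, Esrrb 0.978 with q under 0.001, Esrrb 0.956 and E-box 1.00 with the higher fold enrichments, and E-box 1.05 and p53 1.12 with single-copy peaks. The cause of these changes was not tested, apart from the smaller number of peaks or genes that some alternatives hold by construction.

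The alternative of midpoints in place of summits was not run, because the list has no summits and midpoints are used throughout. Leaving out replicates was not run, because the list does not separate libraries. No paired analysis was possible because the list holds no value per library. How depth limits the results is not known.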

Differences from the paper's values

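The alternatives of single-copy peaks and of peaks outside the largest repeat family were chosen after their results were seen, the values of Fig. 1c were read a second time after the shares here were known, and those of Fig. 1d were taken after the shares here were known.

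The paper's shares of sites by distance are about 3.6% over 500 kb upstream, about 5.0% at 0 to 5 kb upstream, about 2.8% at 0 to 5 kb downstream and about 4.3% over 500 kb downstream, all in Fig. 1c and read by eye. With 1 nearest TSS per peak, as its legend describes, the shares here were 2.27%, 7.55%, 4.92% and 2.48%. Among the alternatives set before the data were examined, counting each pair of a peak and a gene of the GREAT rule gave 3.64%, 4.77%, 2.90% and 4.40%, within the range taken as no difference. As the second reading of Fig. 1c came after these shares, its closeness to them carries little weight, and the 0 to 5 kb upstream bin lies only narrowly outside 1.5 times. No other alternative was computed for these bins.

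The paper's shares of sites with a motif are about 49% for Eomes, about 22% for Tfap2c, about 20% for Gata3 and about 14% for Klf5, in Fig. 1d and read by eye. Exact matches within 100 bp of the midpoints gave 20.9% for the T-box, 12.0% for Tfap2, 4.78% for Gata and 3.04% for Klf sequences. The paper's legend names HOMER, which scores matrices and not exact words, so the scales are not the same. Of the alternatives set before the data were examined, only the peaks with the higher fold enrichment brought the T-box share, at 34.0%, within 1.5 times the paper's, and none did so for Tfap2, Gata or Klf. The shares for Tead, Cdx and Sox sequences lay within 1.5 times of those in the figure.

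Fig. 1d lists Gata3 among the enriched motifs, whereas Gata sequences here had an odds ratio of 1.16 and an adjusted Fisher exact p of 0.0794. With single-copy peaks (odds ratio 1.64, adjusted exact p = 1.4e-06) or outside the largest repeat family, 2 alternatives chosen after seeing the values, Gata sequences were called. The other 6 motifs of Fig. 1d were called here as well. The paper states that the bound sites are enriched for motifs of TFs shown by RIME to interact with Eomes, and here the Tfap2, Klf and POU sequences were more frequent, as was the AP-1 sequence of Junb, marked as an interactor in Supplementary Figure S2f, the Esrrb sequence was not and the Zfp281 sequence was rarer. Neither Esrrb nor Zfp281 is listed in Fig. 1d, so their values have no counterpart there and do not contradict the paper. The Ets sequence was more frequent too, and Supplementary Figure S2f marks Elf5, an Ets family TF, as an interactor with an asterisk. The POU excess was lost in 6 of 9 alternatives, and the lower Zfp281 frequency was not past the threshold in 4 of 9 and turned to an excess against shuffled sequence.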

Other observations

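The tests reported here were written before their results were seen, except that the single-copy peaks they use, and the loci named first, were chosen after the data had been seen.

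Several dense groups of peaks lie at genes the paper does not discuss. On chromosome 8, 5 single-copy peaks of up to 4.88-fold lie within 10.8 kb (91834417 to 91845211), nearest to Irx3, a homeobox TF gene. On chromosome 19, 4 single-copy peaks of up to 4.38-fold lie within 19.2 kb (23076026 to 23095212), nearest to Klf9, and on chromosome 2, 4 of up to 4.07-fold within 12.1 kb (129173881 to 129185973), nearest to Slc20a1. In all, 313 groups of 2 or more peaks and 52 of 3 or more were found at the 12.5 kb distance.

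Stronger peaks held the Eomes recognition sequence more often. Over 5 equal groups of all peaks ordered by fold enrichment, the share with a T-box match was 3.50%, 8.93%, 16.9%, 27.7% and 47.4%. Among single-copy peaks it was 21.1% at or above the median fold enrichment and 11.8% below it (odds ratio 2.01, 95% interval 1.59 to 2.52, Fisher exact p = 2.1e-09). Single-copy peaks within 1 kb of a TSS held a match less often than those over 5 kb away, 7.07% against 17.0% (odds ratio 0.383, 95% interval 0.217 to 0.675, Fisher exact p = 0.00021). Whether signal at promoters rests less often on direct recognition of a T-box sequence was not tested. The comparison used no background matched to the base composition of promoters.

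Peaks with a Tead sequence could have lacked a T-box, if Tead TFs recruited Eomes in its place. The share with a T-box match was 16.5% with a Tead sequence and 16.4% without, among single-copy peaks (odds ratio 1.01, 95% interval 0.779 to 1.30, Fisher exact p = 1), so no replacement was detectable and one within that interval stays open.

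Copies of the largest repeat family differ in whether they keep the T-box sequence. Of 358 places in the assembly with the bases on both sides of the commonest match and the T-box consensus between them, 249 (69.6%) lay in a peak, against 22 of 78 (28.2%) with another sequence in its place (odds ratio 5.72, 95% interval 3.34 to 9.80, Fisher exact p = 2.3e-11). This is consistent with binding of Eomes to these copies through the T-box sequence, although the context was itself taken from the peaks, which favours copies with the match.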
